# PPARα activation promotes liver progenitor cell-mediated liver regeneration by suppressing YAP signaling in zebrafish

**DOI:** 10.1038/s41598-023-44935-5

**Published:** 2023-10-25

**Authors:** Minwook Kim, Juhoon So, Donghun Shin

**Keywords:** Hepatology, Differentiation

## Abstract

Despite the robust regenerative capacity of the liver, prolonged and severe liver damage impairs liver regeneration, leading to liver failure. Since the liver co-opts the differentiation of liver progenitor cells (LPCs) into hepatocytes to restore functional hepatocytes, augmenting LPC-mediated liver regeneration may be beneficial to patients with chronic liver diseases. However, the molecular mechanisms underlying LPC-to-hepatocyte differentiation have remained largely unknown. Using the zebrafish model of LPC-mediated liver regeneration, *Tg*(*fabp10a:pt-β-catenin*), we present that peroxisome proliferator-activated receptor-alpha (PPARα) activation augments LPC-to-hepatocyte differentiation. We found that treating *Tg*(*fabp10a:pt-β-catenin*) larvae with GW7647, a potent PPARα agonist, enhanced the expression of hepatocyte markers and simultaneously reduced the expression of biliary epithelial cell (BEC)/LPC markers in the regenerating livers, indicating enhanced LPC-to-hepatocyte differentiation. Mechanistically, PPARα activation augments the differentiation by suppressing YAP signaling. The differentiation phenotypes resulting from GW7647 treatment were rescued by expressing a constitutively active form of Yap1. Moreover, we found that suppression of YAP signaling was sufficient to promote LPC-to-hepatocyte differentiation. Treating *Tg*(*fabp10a:pt-β-catenin*) larvae with the TEAD inhibitor K-975, which suppresses YAP signaling, phenocopied the effect of GW7647 on LPC differentiation. Altogether, our findings provide insights into augmenting LPC-mediated liver regeneration as a regenerative therapy for chronic liver diseases.

## Introduction

As a highly regenerative organ, the liver regenerates in two distinct ways: (1) hepatocyte proliferation and (2) cell fate conversion^1^. Upon two-thirds partial hepatectomy (PHx) in rodents, the lost liver mass recovers within 8 days through hepatocyte proliferation^2^. However, despite this robust regenerative capacity, prolonged liver damage can impair the ability of hepatocytes to proliferate. In such situations, the liver co-opts cell fate conversion-mediated regeneration, thereby generating hepatocytes from biliary epithelial cells (BECs) or through liver progenitor cells (LPCs)^1^. When hepatocyte proliferation is severely impaired in rodents pharmacologically^3, 4^, genetically^5–8^, or by long-term chronic injuries^9, 10^, BECs convert to hepatocytes, thereby contributing to liver regeneration. This phenomenon also occurs in zebrafish when nearly all hepatocytes are ablated^11–13^ or when oncogenes are overexpressed in hepatocytes^14^. With these rodent and zebrafish models, some of the molecular mechanisms underlying the cell fate conversion-mediated liver regeneration have been identified^15–17^, but the mechanisms are still largely unknown.

The correlation between the number of LPCs and the severity of liver diseases in patients^18^ suggests that LPCs fail to differentiate efficiently into hepatocytes in the diseased liver. However, if the differentiation can be restored, it may promote cell fate conversion-mediated liver regeneration, contributing to liver recovery in patients. Thus, it is clinically important to understand the molecular mechanisms of LPC-to-hepatocyte differentiation and to identify means to promote the differentiation. Given this clinical significance, we sought to identify compounds that can promote LPC-to-hepatocyte differentiation and, herein, discovered the peroxisome proliferator-activated receptor alpha (PPARα) agonist GW7647 as such a compound.

Although PPARα is well known to control lipid metabolism by regulating the expression of multiple genes important for the metabolism^19, 20^, PPARα also controls various biological processes by interacting with multiple signaling pathways. For example, following 2/3 PHx, PPARα facilitates the nuclear translocation of YAP in hepatocytes, thereby enhancing YAP signaling in the hepatocytes and promoting hepatocyte proliferation^21^. Moreover, PPARα promotes cardiomyocyte maturation by enhancing Yap1 expression^22^. In addition to this crosstalk with YAP signaling, PPARα interacts with Notch and WNT signaling. PPARα controls vasculoprotection and vascular remodeling by enhancing Notch signaling through fatty acid oxidation (FAO) in endothelial cells^23^. PPARα also protects diabetic kidneys from renal fibrosis by blocking WNT signaling in renal proximal tubules^24^.

We recently reported that farnesoid X receptor (FXR) suppresses LPC-to-hepatocyte differentiation in zebrafish^15^. Given that FXR and PPARα play opposite roles in multiple processes in the liver, including FAO, gluconeogenesis, and autophagy^20^, we hypothesized that PPARα activation could promote LPC-to-hepatocyte differentiation. By testing this hypothesis, we here present that PPARα activation indeed promotes LPC-to-hepatocyte differentiation by suppressing YAP signaling.

## Results

### PPARα activation promotes LPC-mediated liver regeneration, particularly LPC-to-hepatocyte differentiation

To investigate the effect of PPARα activation on LPC-mediated liver regeneration, we used the *Tg*(*fabp10a:pt-β-catenin*)^*s704*^ line, which expresses an oncogenic, stable form of Xenopus β-catenin in hepatocytes under the hepatocyte-specific *fabp10a* promoter^14^. The hepatocyte-specific expression of the oncogene induces senescence and apoptosis in hepatocytes, which elicit LPC activation and inflammation in the liver. BECs and surviving hepatocytes dedifferentiate into LPCs, and the LPCs gradually and slowly differentiate into hepatocytes^14^. Since LPCs are predominant in the *Tg*(*fabp10a:pt-β-catenin*) liver between 12/13 dpf and 14/15 dpf, we treated *Tg*(*fabp10a:pt-β-catenin*) larvae with 1 μM GW7647, a potent PPARα agonist^25^, for 2 days from 12 or 13 dpf (Fig. 1A). As expected, PPARα target genes were upregulated in GW7647-treated *Tg*(*fabp10a:pt-β-catenin*) livers compared with DMSO-treated *Tg*(*fabp10a:pt-β-catenin*) livers (Fig. S1A). Notably, the expression of hepatocyte marker genes (*cyp7a1, gc, ces2, serpina1*) was enhanced, and the expression of BEC marker genes (*epcam* and *her9*) was reduced in GW7647-treated *Tg*(*fabp10a:pt-β-catenin*) livers, suggesting enhanced LPC-to-hepatocyte differentiation (Fig. 1B). In wild-type livers, GW7647 treatment did not affect the expression of the hepatocyte marker genes (data not shown). In the zebrafish genome, there are two PPARα genes, *pparaa* and *pparab*. *pparaa*, but not *pparab*, expression was detected in 14-dpf *Tg*(*fabp10a:pt-β-catenin*) livers by in situ hybridization (Fig. 1C, Fig. S1B; data not shown). Given the possibility that GW7647 may activate PPARγ as well as PPARα^26^, we treated *Tg*(*fabp10a:pt-β-catenin*) larvae with CAY10599, a potent PPARγ agonist. Unlike GW7647 treatment, CAY10599 treatment did not enhance the expression of Bhmt, another hepatocyte marker^27^, in *Tg*(*fabp10a:pt-β-catenin*) livers (Fig. 1D). Altogether, these data suggest that GW7647 treatment in *Tg*(*fabp10a:pt-β-catenin*) larvae promotes LPC-to-hepatocyte differentiation through Pparaa activation.

**Figure 1:**
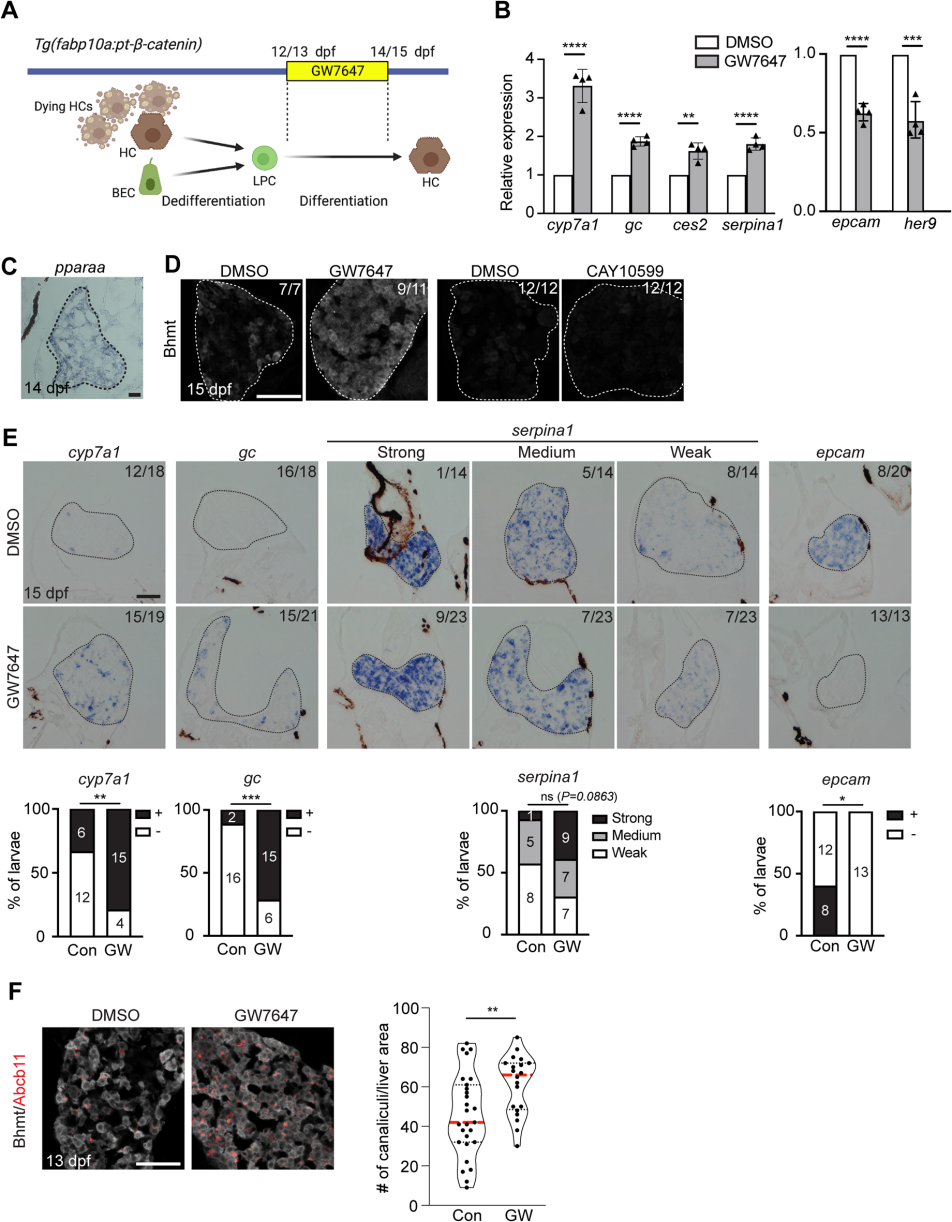
PPARα activation promotes LPC-mediated liver regeneration. (**A**) Scheme illustrating LPC-mediated liver regeneration in *Tg*(*fabp10a:pt-β-catenin*) fish and GW7647 treatment stage. (**B**) qRT-PCR data showing the relative expression levels of hepatocyte (*cyp7a1*, *gc*, *serpina1*, *ces2*) and BEC (*her9*, *epcam*) markers between DMSO- and GW7647-treated *Tg*(*fabp10a:pt-β-catenin*) livers at 14 dpf. (**C**) Section in situ hybridization images showing *pparaa* expression in *Tg*(*fabp10a:pt-β-catenin*) livers at 14 dpf. (**D**) Immunofluorescence images showing Bhmt expression in 15-dpf *Tg*(*fabp10a:pt-β-catenin*) livers treated with 1 μM GW7647 or 7 μM CAY10599. (**E**) Section in situ hybridization images showing the expression of hepatocyte (*cyp7a1*, *gc*, *serpina1*) and BEC (*epcam*) markers in 15-dpf *Tg*(*fabp10a:pt-β-catenin*) livers. For quantification, larvae were grouped into +/− (*cyp7a1*, *gc*, *epcam*) or strong/medium/weak (*serpina1*) based on gene expression levels. (**F**) Immunofluorescence images showing the expression of Abcb11 (red) and Bhmt (grey) in 13-dpf *Tg*(*fabp10a:pt-β-catenin*) livers. Violin plot graphs show the quantification of the number of Abcb11^+^ canaliculi per liver area; median and quartiles are indicated by red dashed and black dotted lines, respectively. Dashed lines outline the livers (**C**–**E**). Numbers in the upper right corner indicate the proportion of larvae exhibiting the phenotype shown (**D**, **E**). Data are represented as mean ± SD (**B**). *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001; statistical significance was calculated using an unpaired two-tailed *t*-test (**B**, **F**), Fisher’s exact test (**E**: *cyp7a1, gc, epcam*), and chi-square test (**E**: *serpina1*). Scale bars, 50 μm.

We next further explored the effect of PPARα activation on LPC-to-hepatocyte differentiation. Section in situ hybridization analysis revealed the enhanced expression of hepatocyte marker genes (*cyp7a1, gc, serpina1*) and the reduced expression of the BEC marker *epcam* in GW7647-treated *Tg*(*fabp10a:pt-β-catenin*) livers (Fig. 1E), consistent with the qRT-PCR data. Moreover, we examined the formation of bile canaliculi by assessing the expression of Abcb11b, a bile salt export pump in the bile canaliculi of hepatocytes^28^. The number of Abcb11b^+^ canaliculi per liver area was significantly increased in GW7647-treated *Tg*(*fabp10a:pt-β-catenin*) livers (Fig. 1F), suggesting promoted LPC-to-hepatocyte differentiation, with the caveat that the increased number could be due to reduced hepatocyte size. Altogether, these data indicate that PPARα activation promotes LPC-to-hepatocyte differentiation.

### PPARα activation suppresses YAP signaling in *Tg*(*fabp10a:pt-β-catenin*) livers

We compared gene expression profiles between DMSO- and GW7647-treated *Tg*(*fabp10a:pt-β-catenin*) livers by performing RNA-sequencing. 

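For RNA-sequencing, *Tg*(*fabp10a:pt-β-catenin*) larvae were treated with DMSO, the vehicle, or with 1 μM GW7647 for 2 days, from 13 to 15 dpf, and 30 to 40 dissected livers were pooled for each library. There were 3 libraries per group, numbered 1 to 3 in both. RNA with poly(A) tails was sequenced from both ends on an Illumina instrument. The authors mapped the reads to the zebrafish reference genome in CLC Genomics Workbench and deposited, for each library, the number of reads counted on the exons of each gene, without normalization, beside TPM and RPKM values. The paper's text does not name the genome build, so gene positions are given as listed in the deposited tables, which use Ensembl gene identifiers. Reads counted on exons numbered 19961881, 22332909 and 20750285 in DMSO replicates 1, 2 and 3, and 20387153, 21981986 and 25224356 in GW7647 replicates 1, 2 and 3. The median was 20750285 for DMSO and 21981986 for GW7647. Between 96.3% and 96.8% of these reads mapped to 1 place only, and introns took 2.78% to 3.73% of the reads on genes. A count of 0 allows up to 3 reads, which was 0.127 to 0.163 CPM (counts scaled to library size by edgeR), depending on the library. Of 25281 genes listed, the 15705 with enough reads for edgeR's filter (minimum count of 10) were tested.

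The 6 libraries were compared with edgeR's quasi-likelihood test after TMM normalization, and p-values were adjusted over all tested genes by the Benjamini-Hochberg method. Differentially expressed genes (DEGs) had to pass the thresholds of the paper's methods, a fold change of at least 1.5 and an adjusted p of at most 0.05. The paper's text does not name the statistical model behind its own DEGs. TMM scaling matters here because its factors separated the groups, from 1.05 to 1.1 in DMSO and from 0.903 to 0.940 in GW7647. Expression is given below as TMM-normalized CPM, mean ± SD over the 3 libraries of a group. In a principal component analysis of log2 CPM, the first component took 46.8% of the variance and parted the groups, and the second took 20.4%. For any single gene, 3 libraries against 3 cannot give an exact permutation p below 0.1. Lists of genes were tested with camera of limma at its preset correlation between genes of 0.01. In the other 9 ways of splitting the 6 libraries, camera at this setting passed 5 to 18 of the 28 lists, against 17 in the real comparison. Fry passed 0 lists in those splits, and the lists below are given with its adjusted p as well. Each of those splits holds libraries of both treatments on both sides. Part of any treatment effect thus stays between the sides and part adds to the spread within them. The splits therefore cannot show whether the passes of camera are false.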

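Hepatocyte markers and markers of BECs, the cells lining the bile ducts that LPCs also resemble, were read from the 6 libraries. The hepatocyte genes of Fig. 2A are *bhmt*, *gc*, *serpina1*, *serpinf2a*, *ces2*, *ces3*, *cyp7a1*, *c8g*, *c9* and *hnf4a*. The vitamin D-binding protein gene *gc* (ENSDARG00000089310, chromosome 5 from 45677781 to 45725008) rose from 181 ± 7.29 CPM with DMSO to 393 ± 45.6 CPM with GW7647 (SD, n = 3 libraries each), a log2 fold change of 1.12 (standard error 0.11, adjusted p = 5.7e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The largest rise in the list was that of *cyp7a1* (ENSDARG00000069018, chromosome 2 from 22150134 to 22152797), which encodes the first enzyme of bile acid synthesis. Its log2 fold change was 1.23 (standard error 0.17, adjusted p = 0.0041, same test). For all 10 genes every GW7647 library lay above every DMSO library, and 9 of them were DEGs. The exception was *bhmt*, whose log2 fold change of 0.57 (adjusted p = 0.015, same test) corresponded to less than 1.5-fold, and passed 1.5-fold without DMSO replicate 2 or GW7647 replicate 3 (0.65 each). Of the 9 DEGs, *ces3* lost its call without DMSO replicate 2 or 3 or GW7647 replicate 1 or 2 (adjusted p from 0.055 to 0.069). It also did so with limma on log2(RPKM + 1) (0.052), and the lost calls of *hnf4a* are given further on. Adjusted over the list alone, 10 genes had an adjusted p of at most 0.05, and 9 also passed the fold change threshold. The median log2 fold change of the list was 0.88 (adjusted p = 1.5e-11 from camera and 2.0e-04 from fry). It stayed between 0.82 and 0.95 with each library left out in turn, and it still passed when camera estimated the correlation between genes (adjusted p = 0.030). A separate list of 26 general hepatocyte genes, such as those of plasma proteins, had a median of 0.65 (adjusted p = 1.5e-15 from camera and 5.9e-04 from fry), with 25 genes higher. The single gene that was lower was *fabp10a*, whose promoter drives the transgene, at 1861 ± 129 CPM with GW7647 against 2384 ± 147 CPM with DMSO (log2 fold change -0.36, standard error 0.09, adjusted p = 0.0496, same test). With each library left out in turn its log2 fold change ran from -0.41 to -0.30 and its adjusted p from 0.067 to 0.18.

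Among the BEC genes of Fig. 2A, *epcam* (ENSDARG00000040534, chromosome 13 from 8840772 to 8843363) fell from 630 ± 68.2 CPM to 410 ± 61.7 CPM. Its log2 fold change of -0.62 (standard error 0.13, adjusted p = 0.022, same test) made it a DEG, although its adjusted p was 0.068 without DMSO replicate 2, 0.066 without GW7647 replicate 1 and 0.069 without GW7647 replicate 3. The difference in *sox9b* was not larger than the spread between libraries (59.0 ± 0.102 CPM with GW7647 against 65.4 ± 9.49 CPM with DMSO, log2 fold change -0.15, adjusted p = 0.46). Nor was that in *her9* (9.91 ± 0.690 against 10.3 ± 3.57 CPM, log2 fold change -0.05, adjusted p = 0.92), whose direction turned without DMSO replicate 1 (0.25) or GW7647 replicate 1 (0.01). Fig. 2A labels 1 gene *krt18*, for which the deposited tables list 3 genes. These were *krt18a.1* (log2 fold change -0.30, adjusted p = 0.17), *krt18b* (-0.30, adjusted p = 0.45, and 0.00 without DMSO replicate 2) and *krt18a.2* (0.42, adjusted p = 0.38). The *krt18a* genes are neighbours on chromosome 23, and with only the exon reads that map to 1 place their log2 fold changes stayed at -0.30 and 0.41. Over these 6 genes the median was -0.22 (adjusted p = 0.19 from camera and 0.12 from fry). In a wider list of 18 BEC/LPC genes, which holds these genes except *krt18a.2*, 17 were tested and 17 were lower with GW7647, with a median of -0.21 (adjusted p = 1.6e-04 from camera and 0.014 from fry, but 0.11 with the estimated correlation). In that list *epcam*, *cldn7b* (log2 fold change -0.85) and *tm4sf4* (-0.52) had an adjusted p of at most 0.05, whereas *anxa4* (-0.17) and *krt8* (-0.13) did not. The adjusted p of *cldn7b* was 0.074 without DMSO replicate 1, 0.099 without DMSO replicate 2 and 0.059 without GW7647 replicate 2. Of the alternatives, limma on the deposited RPKM values, as log2(RPKM + 1), moved the median of the hepatocyte genes of Fig. 2A most, to 0.65. Library totals with no scaling factor, chosen after the data were seen, moved the wider BEC/LPC list most, to -0.44. Without scaling the median of all tested genes also shifted, from -0.01 to -0.23, and the rises of the general hepatocyte genes *vtna* (0.11) and *cp* (0.13) were smaller than that shift.

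**Figure D1:**
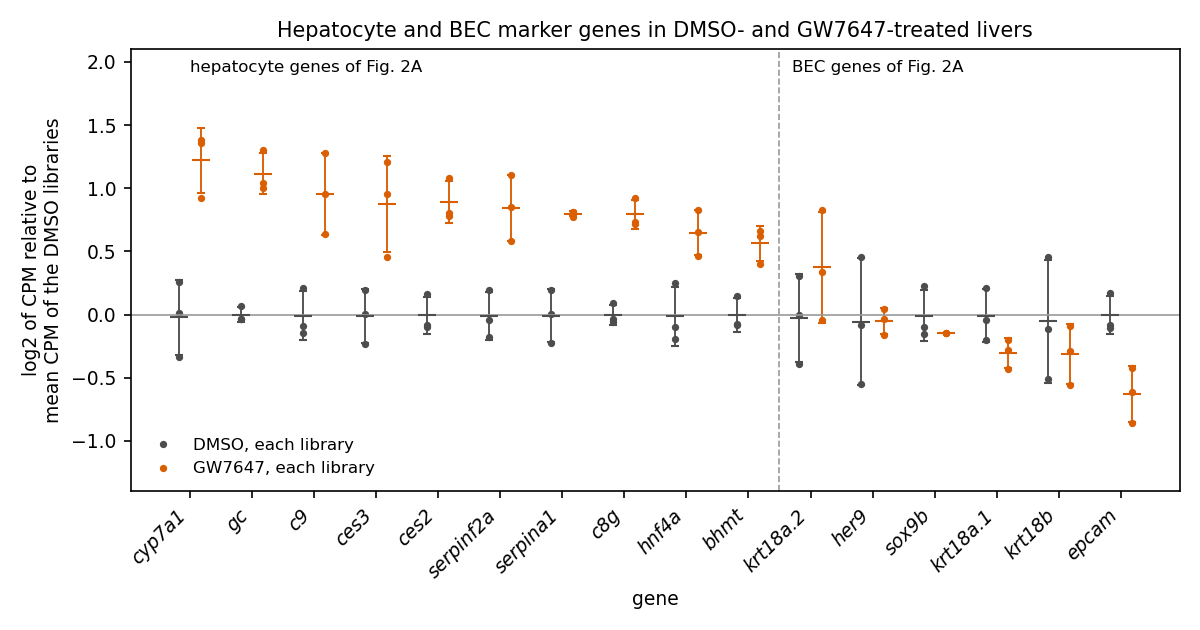
Log2 of the CPM of each library relative to the mean CPM of the 3 DMSO libraries (vertical axis), for each hepatocyte and BEC gene of Fig. 2A (horizontal axis). Points are libraries, horizontal marks with bars are the mean and SD of the log2 values of a group, and the dashed line parts the lists. All GW7647 points of the hepatocyte genes lie above the DMSO points, whereas among the BEC genes the groups are fully apart only for epcam.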

Consistent with the above data (Fig. 1), hepatocyte and BEC marker genes were upregulated and downregulated, respectively, in GW7647-treated *Tg*(*fabp10a:pt-β-catenin*) livers compared with DMSO-treated *Tg*(*fabp10a:pt-β-catenin*) livers (Fig. 2A). Moreover, the upstream transcriptional regulator analysis with the Ingenuity Pathway Analysis revealed that gene sets regulated by the transcriptional factors that control hepatocyte differentiation, such as HNF4A^29^ and KLF15^30^, were significantly upregulated in GW7647-treated *Tg*(*fabp10a:pt-β-catenin*) livers (Fig. 2B), supporting that PPARα activation promotes LPC-to-hepatocyte differentiation.

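Over the whole transcriptome, 945 of the 15705 tested genes were DEGs, 533 higher and 412 lower in GW7647-treated livers. The groups did not overlap for 4868 tested genes (31.0%), whereas chance gives 10% with 3 libraries against 3. The 412 genes with lower expression were the part of this result most open to the processing. With the replicate number as a block, 699 genes were lower and 669 higher. With limma on the deposited TPM values on the log2(TPM + 1) scale, 778 were lower and 297 higher, a share of higher genes of 27.6% in place of 56.4%. The smallest p-values among the DEGs that rose were those of *rbp2b* (log2 fold change 3.06), *klf11b* (2.93), *creb3l3a* (2.69), *decr1* (2.36) and *hadhaa* (2.55), and among those that fell *krt97* (-1.61), *phlda2* (-1.83), *si:ch73-14h1.2* (-1.90), *oxct1a* (-2.59) and *prdm1a* (-1.80). These 10 genes had adjusted p-values from 4.8e-06 to 3.5e-04 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). They were chosen only among DEGs that changed in the same direction in all 3 same-numbered comparisons, so that agreement is no separate support.

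The Ingenuity analysis infers the activity of a regulator from the genes it is recorded to control. Its gene sets were not used here, so the transcripts of the regulators themselves and a list of known targets were measured. Of the regulators in Fig. 2B, matched to 11 zebrafish genes, 5 were DEGs and all 5 were higher. *klf15* (ENSDARG00000091127, chromosome 23 from 35187683 to 35195908) rose from 142 ± 6.41 to 273 ± 53.1 CPM (SD, n = 3), a log2 fold change of 0.94 (standard error 0.14, adjusted p = 0.0050, same test). *hnf4a* (ENSDARG00000021494, chromosome 23 from 25832689 to 25865856) rose from 104 ± 17.5 to 164 ± 20.3 CPM, a log2 fold change of 0.66 (standard error 0.14, adjusted p = 0.023), which fell to 0.43 (adjusted p = 0.071) without TMM scaling. It also lost its call with the RPKM and TPM values, and with 4 of the 6 libraries left out in turn (adjusted p from 0.060 to 0.073), all but DMSO replicate 3 and GW7647 replicate 3. The others were *esrra* (1.21), *srebf2* (1.01) and *srebf1* (0.62, or 0.40 with adjusted p = 0.080 without TMM scaling, and not past the thresholds with 4 of the 6 libraries left out in turn). Every GW7647 library lay above every DMSO library for *ppargc1a* (log2 fold change 0.35, adjusted p = 0.18), *tfam* (0.26, adjusted p = 0.15) and *ncoa2* (0.31, adjusted p = 0.12, and 0.036 in the blocked fit), at fold changes below 1.5. Every GW7647 library lay below every DMSO library for *creb1a* (-0.20, adjusted p = 0.37) and *creb1b* (-0.40, adjusted p = 0.28), again below 1.5-fold, and no difference beyond the spread between libraries was found for *tcf7l2* (-0.04, adjusted p = 0.89). As a group the 11 genes had a median of 0.35 (adjusted p = 2.8e-04 from camera and 0.016 from fry, but 0.19 with the estimated correlation). A list of 17 genes regulated by SREBF2, 16 of them tested, was higher in every tested member after TMM scaling, although *idi1* (0.21) turned to -0.01 without it, with a median log2 fold change of 1.24 (adjusted p = 7.4e-13 from camera, 0.016 from fry and 0.16 with the estimated correlation) and with *fads2* at the top (3.45). This list is not independent of the lists of sterol synthesis below. It shares *hmgcra*, *hmgcs1*, *idi1* and *fdps* with the mevalonate pathway. With cholesterol synthesis after squalene it shares *cyp51*, *dhcr7*, *lss*, *msmo1* and *sqlea*. The paper presents the gene sets of regulators such as HNF4A and KLF15 in support of PPARα activation promoting the differentiation of LPCs into hepatocytes.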

**Figure 2:**
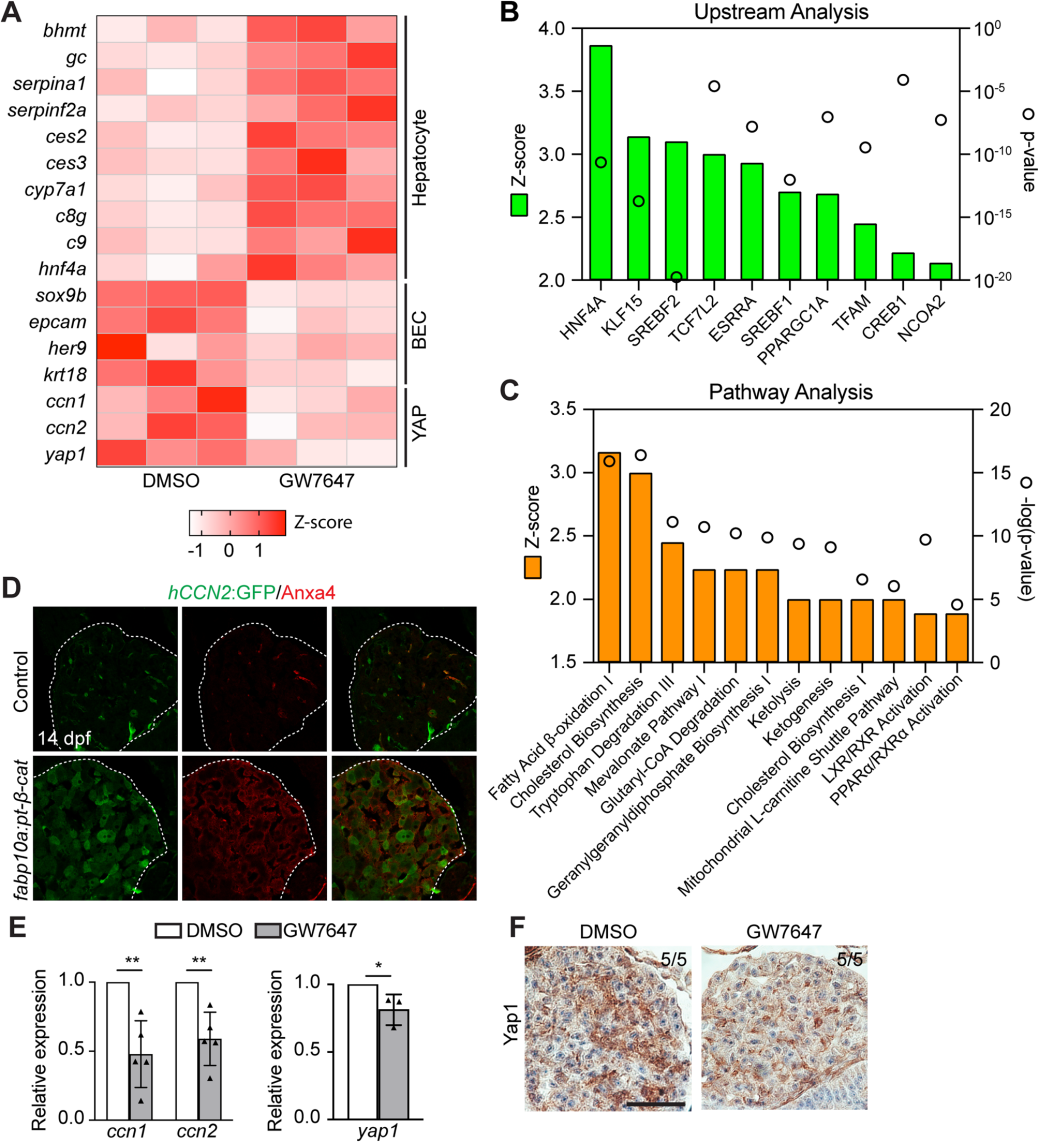
PPARα activation reduces YAP signaling in *Tg*(*fabp10a:pt-β-catenin*) livers. (**A**) Heatmap showing the differentially expressed hepatocyte, BEC, and YAP-related genes between DMSO- and GW7647-treated groups. Each column represents an independent sample (n = 3). (**B**) Upstream analysis showing the top 10 significantly upregulated gene sets of transcriptional regulators in the GW7647-treated group. (**C**) Pathway analysis showing biological pathways significantly induced in the GW7647-treated group. (**D**) Immunofluorescence images showing the expression of *hCCN2*:GFP and Anxa4 in control and *Tg*(*fabp10a:pt-β-catenin*) livers at 14 dpf. Dashed lines outline the livers. (**E**) qRT-PCR data showing the relative expression levels of two YAP target genes (*ccn1*, *ccn2*) and *yap1* between DMSO- and GW7647-treated *Tg*(*fabp10a:pt-β-catenin*) livers at 14 dpf. **P < 0.01; statistical significance was calculated using an unpaired two-tailed *t*-test. (**F**) Immunohistochemistry data showing Yap1 expression in 14-dpf *Tg*(*fabp10a:pt-β-catenin*) livers treated with GW7647. Scale bars, 50 μm.

The pathway analysis also revealed that lipid metabolism-related pathways were enhanced in GW7647-treated *Tg*(*fabp10a:pt-β-catenin*) livers (Fig. 2C), as confirmed by qRT-PCR analysis (Fig. S1A). 

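Genes of the pathways named in Fig. 2C were listed by enzyme, without the gene sets of the Ingenuity software. The 27 genes of fatty acid beta-oxidation were all higher with GW7647 after TMM scaling, 23 of them DEGs, although *acsl1a* (0.03, adjusted p = 0.95) turned to -0.20 without scaling, and the median log2 fold change was 1.17 (adjusted p = 7.0e-32 from camera and 2.0e-04 from fry). *acadm* (ENSDARG00000038900, chromosome 2 from 26470070 to 26476150), which encodes the medium-chain acyl-CoA dehydrogenase, rose from 129 ± 6.56 to 394 ± 22.1 CPM (SD, n = 3), a log2 fold change of 1.61 (standard error 0.09, adjusted p = 4.8e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The largest change in the list was that of *acsl1b* (2.69), a paralog of *acsl1a*. The carnitine shuttle, which carries fatty acids into mitochondria and shares *acsl1a*, *acsl1b*, *acsl4a* and *acsl5* with the list of beta-oxidation, had a median of 1.07 over 9 genes (adjusted p = 8.7e-10 from camera and 2.0e-04 from fry). Within it, *cpt1b* rose most (3.10, adjusted p = 3.3e-04), and *cpt1aa* rose by less than 1.5-fold (0.39, adjusted p = 0.050).

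Sterol synthesis was higher as well. The mevalonate pathway had a median of 0.91 over 10 genes (adjusted p = 5.7e-07 from camera and 0.016 from fry), and cholesterol synthesis after squalene had 1.50 over 13 genes (adjusted p = 7.0e-10 and 0.021), with *cyp51* at the top (3.20) and *lbr* at the bottom (-0.04). For ketone bodies, whose list shares *acat2* and *hmgcs1* with the mevalonate pathway, the median was 0.51 over 8 genes (adjusted p = 1.7e-04 and 0.0034). Here the paralogs moved apart, since *oxct1b* rose (365 ± 38.5 to 833 ± 70.6 CPM, log2 fold change 1.19) while the far less abundant *oxct1a* fell (7.27 ± 1.3 to 1.2 ± 0.197 CPM, log2 fold change -2.59). Degradation of tryptophan and glutaryl-CoA had a median of 0.57 over 15 genes (adjusted p = 2.0e-14 and 5.9e-04), and *hadh*, *hadhaa*, *hadhab* and *acat1* in that list also belong to the lists of fatty acids or ketone bodies. When camera estimated the correlation between genes, beta-oxidation and the carnitine shuttle still passed (adjusted p = 0.030 for both), but the mevalonate, cholesterol, ketone body and tryptophan lists did not (0.19, 0.19, 0.16 and 0.078).

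The PPARα target genes of Fig. S1A were all DEGs. *cpt1ab* (ENSDARG00000062054, chromosome 25 from 23591990 to 23645806) encodes the carnitine palmitoyltransferase that admits fatty acids to mitochondria. It rose from 78.9 ± 10.9 to 413 ± 64.6 CPM, a log2 fold change of 2.39 (standard error 0.15, adjusted p = 6.1e-05, same test). *hmgcs1* (ENSDARG00000103025, chromosome 10 from 6010570 to 6034397) rose from 24.8 ± 2.88 to 104 ± 30.2 CPM (2.08, standard error 0.20, adjusted p = 6.3e-04). *hmgcra* (ENSDARG00000052734, chromosome 5 from 50972485 to 50992775) rose from 38.8 ± 5.56 to 233 ± 109 CPM (2.59, standard error 0.34, adjusted p = 0.0030), and its difference between same-numbered libraries was 1.54, 2.99 and 2.84 on the log2 scale. A list of 20 tested PPARα targets, which includes *cpt1ab* and shares 4 genes with beta-oxidation, had a median of 1.18 (adjusted p = 3.5e-15 from camera and 2.0e-04 from fry), 19 of them higher, among them *angptl4* (3.5) and *pdk4* (1.46). The gene that was lower was *txnipa* (-0.40). Among the alternatives, limma on log2(RPKM + 1) moved the median of beta-oxidation most, to 0.95.

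**Figure D2:**
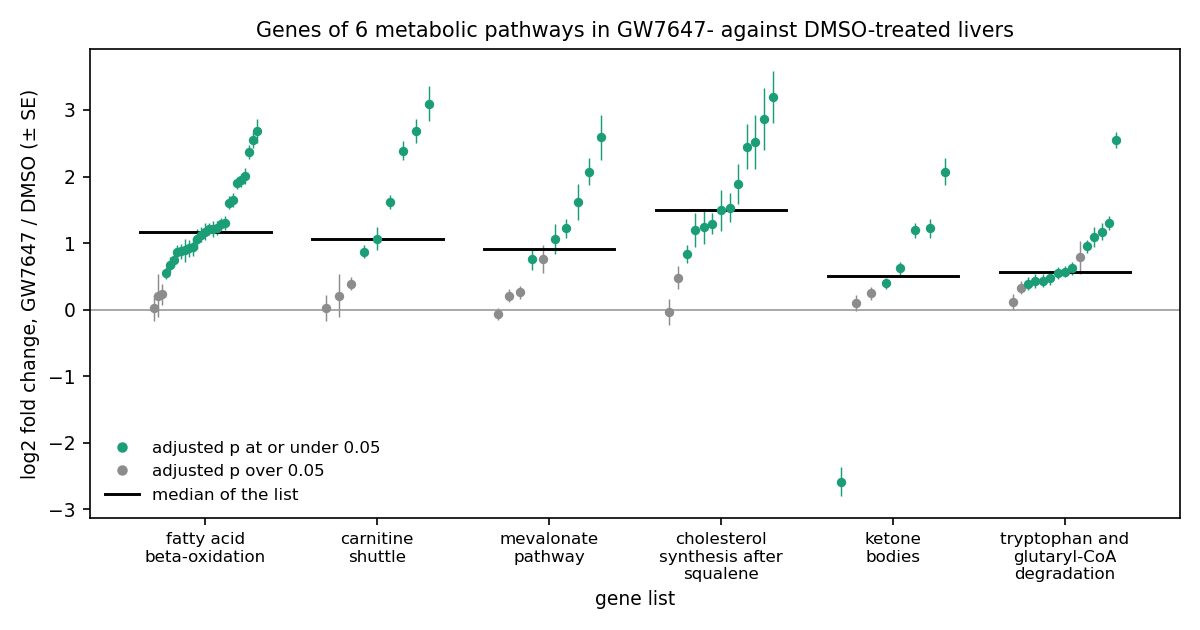
Log2 fold change, GW7647 over DMSO, with its standard error (vertical axis) for each tested gene of 6 metabolic lists (horizontal axis), in order of size within a list. Black lines are list medians, and green points have an adjusted p of at most 0.05. Nearly all genes lie above 0, and the lowest point, at -2.59, is oxct1a.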

Given that FAO is one of the main target pathways of PPARα^20^ (Fig. 2C) and that FAO regulates cell differentiation in injured kidneys^31^ and vessels^23^, we tested if PPARα activation promotes LPC-to-hepatocyte differentiation by enhancing FAO. To suppress FAO, we used Etomoxir that inhibits Cpt1a^32^, the rate-limiting enzyme in FAO. However, Etomoxir treatment did not diminish the effect of PPARα activation on LPC-to-hepatocyte differentiation in *Tg*(*fabp10a:pt-β-catenin*) larvae (Fig. S1C). In addition, *ppargc1a*, a co-activator of PPARα in the induction of FAO-related genes^33^, mutant fish exhibited the same effect of GW7647 on LPC differentiation as their wild-type siblings (Fig. S1D). To further explore candidate pathways that mediate the effect of PPARα activation, we examined the expression levels of genes implicated in fate conversion between hepatocytes and BECs from the RNA-sequencing data. 

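Among genes implicated in fate conversion, those of YAP signaling were read from the same 6 libraries. YAP is a transcriptional co-activator, and *ccn1* and *ccn2* are widely used as its target genes. *ccn1* (ENSDARG00000023062, chromosome 23 from 45456490 to 45465320) was at 16.7 ± 5.88 CPM with DMSO and 9.93 ± 3.03 CPM with GW7647 (SD, n = 3 libraries each), from 238 to 520 reads per DMSO library and 137 to 314 per GW7647 library. Its log2 fold change was -0.74 (standard error 0.28, adjusted p = 0.14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *ccn1* was thus not a DEG, although its group means lay further apart than the SD of either group. Same-numbered libraries differed in the same direction each time, by -0.55, -0.86 and -0.77. With the replicate number as a block the log2 fold change was again -0.74 and the adjusted p was 0.0019, which made *ccn1* a DEG. Neither the labels nor the paper state that these numbers pair the libraries. Without DMSO replicate 1 the log2 fold change was -0.97 (adjusted p = 0.047). With each other library left out, *ccn1* did not pass (adjusted p from 0.088 to 0.34). The smallest change was that without DMSO replicate 3 (-0.46). Of the pair of *ccn2* genes in zebrafish, *ccn2b* had 0 reads in all 6 libraries. *ccn2a* (ENSDARG00000042934, chromosome 20 from 25340814 to 25343490) was at 34.2 ± 8.94 CPM with DMSO and 24.3 ± 5.96 CPM with GW7647, a log2 fold change of -0.49 (standard error 0.22, adjusted p = 0.21, same test). Its paired differences were -0.51, -0.67 and -0.29. The blocked fit gave an adjusted p of 0.0088 for *ccn2a*, at a fold change below the threshold of 1.5. *yap1* itself (ENSDARG00000068401, chromosome 18 from 37283765 to 37355666) changed from 83.3 ± 7.25 to 69.1 ± 11.6 CPM, a log2 fold change of -0.27 (standard error 0.13, adjusted p = 0.23, and 0.045 in the blocked fit). For none of the 3 genes were all GW7647 libraries below all DMSO libraries, and adjusted over the list alone, 0 of the 3 had an adjusted p of at most 0.05. As a list they had a median of -0.49 (adjusted p = 0.071 from camera, 0.021 from fry and 0.0050 from camera with the block).

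A wider list of 33 YAP target genes found in the deposited tables, 29 of them tested and *ccn1* and *ccn2a* included, was also lower. Its median was -0.17 (adjusted p = 0.020 from camera and 0.021 from fry, but 0.16 with the estimated correlation), with 22 genes lower and 7 higher. The median stayed between -0.21 and -0.16 with each library left out. The DEGs of the list were *myof* (log2 fold change -0.80), *ccn1l2* (-0.74) and *vgll4l* (-0.59), with adjusted p-values of 0.022, 0.017 and 0.024. With libraries left out in turn, *myof* and *vgll4l* lost their call in 4 of the 6 fits each and *ccn1l2* in 2 (adjusted p from 0.051 to 0.088). *ccdc80* had an adjusted p of 0.047 in the opposite direction (0.46), and *ankrd1b* was higher without passing (0.54, adjusted p = 0.40). With the block *ankrd1b* had an adjusted p of 0.0022 (0.58), at a fold change just below 1.5, and its paired differences were 0.66, 0.42 and 0.68.

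**Figure D3:**
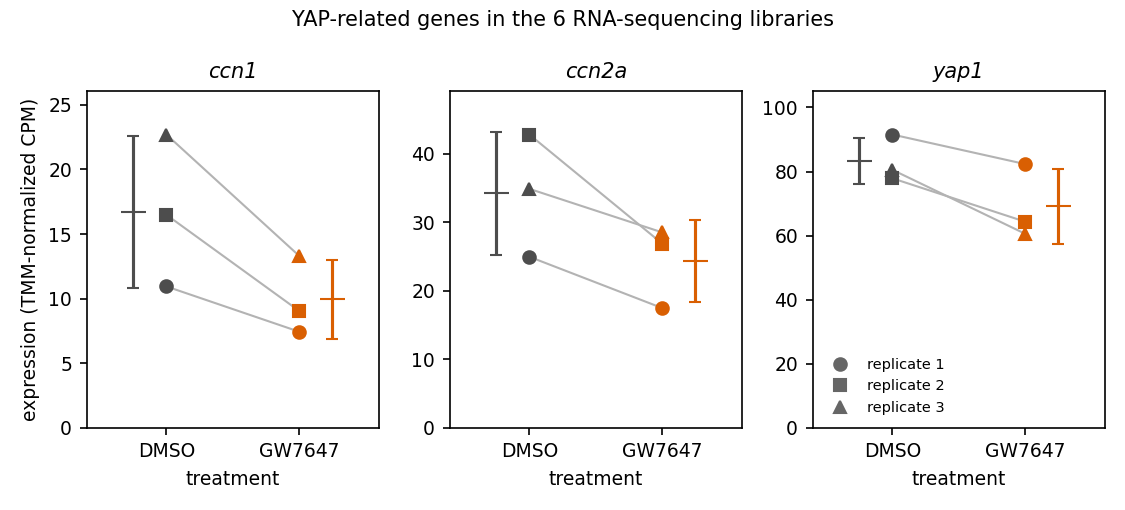
TMM-normalized CPM (vertical axes, from 0) of ccn1, ccn2a and yap1 in the libraries of DMSO- and GW7647-treated livers (horizontal axes). Symbols are replicate numbers, grey lines join libraries of the same number, and the marks beside them are means with SD. Each of the 9 lines falls from DMSO to GW7647, while the groups overlap for every gene.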

Intriguingly, we found that YAP target genes, *ccn1* and *ccn2*, were downregulated in GW7647-treated *Tg*(*fabp10a:pt-β-catenin*) livers (Fig. 2A). Using a YAP reporter line, *Tg*(*hCCN2:GFP*)^34^, we also found that YAP activity was highly enhanced in *Tg*(*fabp10a:pt-β-catenin*) livers and that the activity was present in most LPCs, which express Anxa4, an LPC/BEC marker (Fig. 2D). Given a high YAP activity in BECs and ductular reactions^35^, it is possible that the reduced YAP signaling in GW7647-treated *Tg*(*fabp10a:pt-β-catenin*) livers is simply the consequence of enhanced LPC-to-hepatocyte differentiation rather than the consequence of PPARα activation. To exclude this possibility, we examined the expression of *ccn1* and *ccn2* in *Tg*(*fabp10a:pt-β-catenin*) larvae treated with AG1478, an EGFR inhibitor, known to promote LPC-to-hepatocyte differentiation^14^. qRT-PCR analysis showed that AG1478 treatment enhanced the expression of hepatocyte marker genes (*cyp7a1*, *gc, ces2*, *serpina1*) but not YAP target genes (*ccn1* and *ccn2*) (Fig. S2A, B), supporting that PPARα activation suppresses YAP signaling in *Tg*(*fabp10a:pt-β-catenin*) livers. We also validated the reduced YAP signaling identified from RNA-sequencing data with qRT-PCR and Yap1 immunohistochemistry (Fig. 2E, F). Altogether, these findings reveal that PPARα activation suppresses YAP signaling in *Tg*(*fabp10a:pt-β-catenin*) livers.

### Suppression of YAP signaling promotes LPC-to-hepatocyte differentiation, similar to PPARα activation

Given that YAP signaling positively controls the differentiation of hepatoblasts into BECs^36, 37^ and hepatocyte-to-BEC transdifferentiation^38, 39^, we hypothesized that suppression of YAP signaling might promote LPC-to-hepatocyte differentiation. To test this hypothesis, we suppressed YAP signaling with K-975, the TEAD inhibitor^40^, which suppresses the transcription of YAP target genes by preventing the interaction of TEAD with YAP. In K975-treated *Tg*(*fabp10a:pt-β-catenin*) livers compared with DMSO-treated *Tg*(*fabp10a:pt-β-catenin*) livers, the expression of hepatocyte marker genes (*cyp7a1*, *gc*, *ces2*, *serpina1*) was significantly enhanced and the expression of BEC marker genes (*epcam* and *her9*) was reduced considerably (Fig. 3A, B), as observed in GW7647-treated *Tg*(*fabp10a:pt-β-catenin*) livers. This promotion phenotype was confirmed by in situ hybridization (Fig. 3C) and Bhmt immunofluorescence staining (Fig. 3D). Altogether, these data reveal that suppression of YAP signaling promotes LPC-to-hepatocyte differentiation in *Tg*(*fabp10a:pt-β-catenin*) larvae.

**Figure 3:**
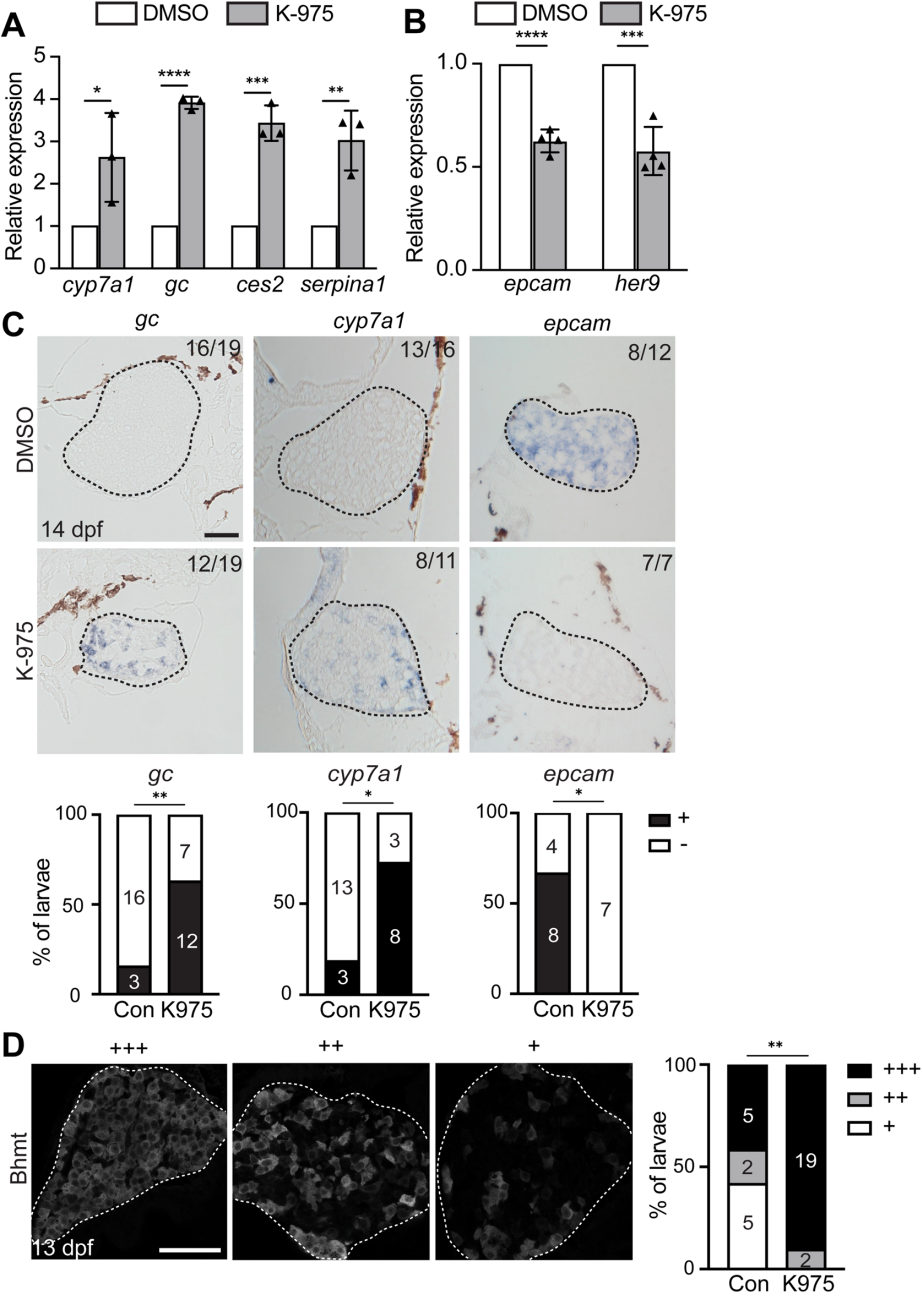
Suppression of YAP signaling promotes LPC-mediated liver regeneration, similar to PPARα activation. (**A**, **B**) qRT-PCR data showing the relative expression levels of hepatocyte (*cyp7a1*, *gc*, *serpina1*, *ces2*) and BEC (*her9*, *epcam*) markers and YAP target genes (*ccn1*, *ccn2*) between DMSO- and K-975-treated *Tg*(*fabp10a:pt-β-catenin*) livers at 14 dpf. (**C**) Section in situ hybridization images showing the expression of hepatocyte (*cyp7a1*, *gc*) and BEC (*epcam*) markers in K-975-treated *Tg*(*fabp10a:pt-β-catenin*) livers at 14 dpf. For quantification, larvae were grouped into +/− based on gene expression levels. Numbers in the upper right corner indicate the proportion of larvae exhibiting the phenotype shown. (**D**) Immunofluorescence images showing Bhmt expression in 13-dpf *Tg*(*fabp10a:pt-β-catenin*) livers treated with K-975. Based on the level of Bhmt expression, larvae were divided into three groups: +++/++/+. Data are represented as mean ± SD (**A**, **B**). *ns* not significant; *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001; statistical significance was calculated using an unpaired two-tailed *t*-test (**A**, **B**), Fisher’s exact test (**C**), and chi-square test (**D**). Dashed lines outline the livers (**C**, **D**). Scale bars, 50 μm.

### PPARα activation promotes LPC-to-hepatocyte differentiation by suppressing YAP signaling

To determine if PPARα activation promotes LPC-to-hepatocyte differentiation by suppressing YAP signaling, we performed a rescue experiment by enhancing YAP signaling in *Tg*(*fabp10a:pt-β-catenin*) larvae treated with GW7647. To enhance YAP signaling, the *Tg*(*hs:cayap1*) line^41^, which expresses constitutive-active Yap1 (caYap1) under the heat-shock promoter, was used with a single heat-shock 6 h before GW7647 treatment (Fig. 4A). caYap1 overexpression enhanced the expression of *ccn1* and *ccn2* in both DMSO- and GW7647-treated *Tg*(*fabp10a:pt-β-catenin*) livers (Fig. 4B). Importantly, caYap1 overexpression significantly reduced the effect of PPARα activation on LPC-to-hepatocyte differentiation, as assessed by qRT-PCR, in situ hybridization, and Abcb11b immunostaining (Fig. 4C–E). These rescue data demonstrate that PPARα activation promotes LPC-to-hepatocyte differentiation by suppressing YAP signaling.

**Figure 4:**
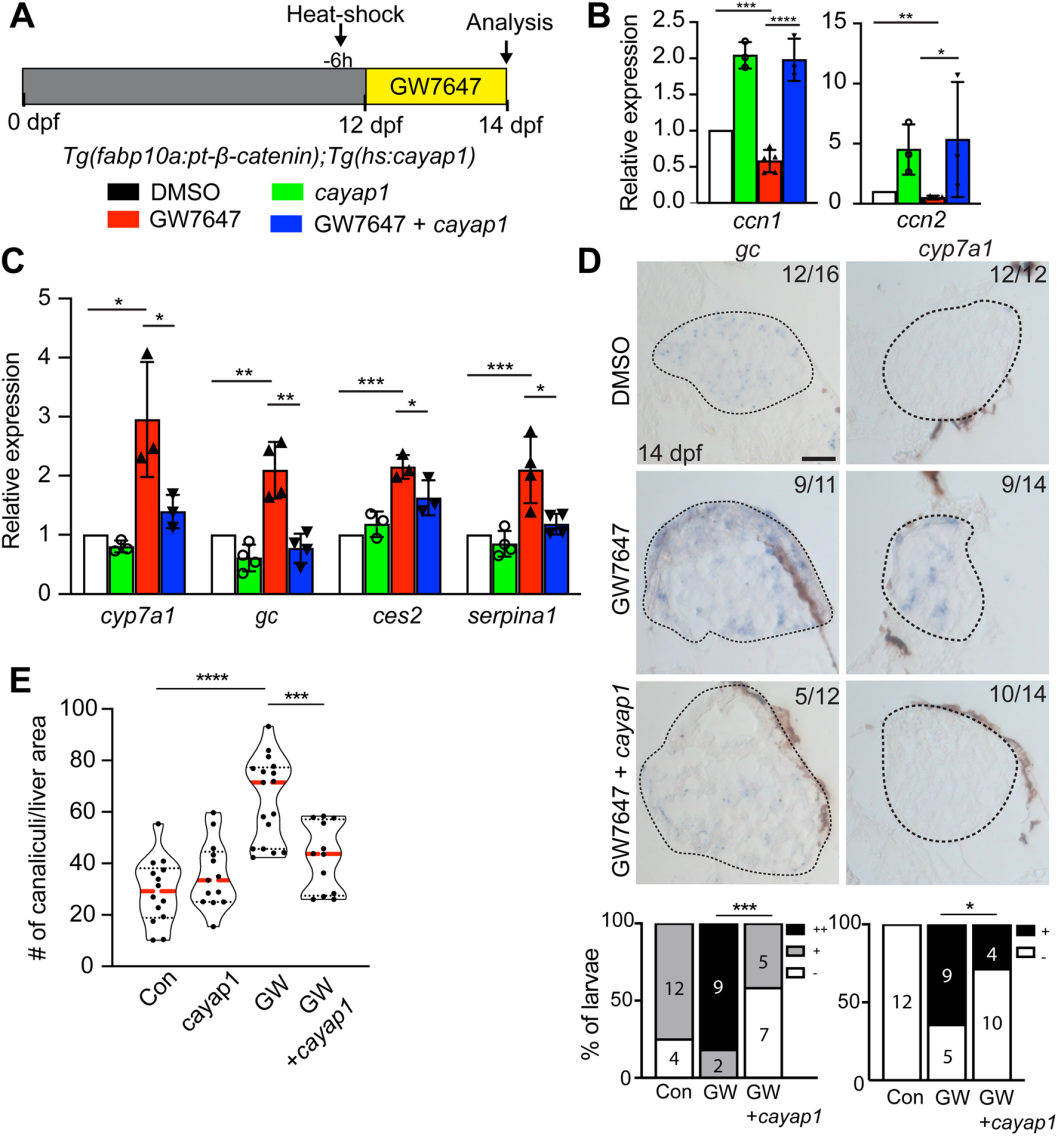
PPARα activation promotes LPC-to-hepatocyte differentiation by suppressing YAP signaling. (**A**) Scheme illustrating an experimental strategy for YAP overactivation. The *Tg*(*hs:cayap1*) line was used to enhance YAP signaling with a heat-shock 6 h before GW7647 treatment. (**B**, **C**) qRT-PCR data showing the relative expression levels of hepatocyte (*cyp7a1*, *gc*, *serpina1*, *ces2*) and BEC (*her9*, *epcam*) markers and YAP target genes (*ccn1*, *ccn2*) among the following four groups of 14-dpf *Tg*(*fabp10a:pt-β-catenin*) livers: (1) DMSO-treated control, (2) *cayap1*^+^, (3) GW7647-treated, and (4) GW7647-treated *cayap1*^+^. Data are represented as mean ± SD. (**D**) Section in situ hybridization images showing the expression of hepatocyte (*cyp7a1*, *gc*) and BEC (*epcam*) markers in 14-dpf *Tg*(*fabp10a:pt-β-catenin*) livers. For quantification, larvae were grouped into ++/+/− based on gene expression levels. Dashed lines outline the livers. Numbers in the upper right corner indicate the proportion of larvae exhibiting the phenotype shown. Scale bars, 50 μm. (**E**) Violin plot graphs showing the quantification of the number of Abcb11^+^ canaliculi per liver area; median and quartiles are indicated by red dashed and black dotted lines, respectively. *ns* not significant; *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001; statistical significance was calculated using an unpaired two-tailed *t*-test (**B**, **C**, **E**), Fisher’s exact test (**D**; *cyp7a1*), and chi-square test (**D**; *gc*).

### PPARα activation promotes LPC-to-hepatocyte differentiation in the adult hepatocyte ablation model as well

We tested the effect of GW7647 on LPC-to-hepatocyte differentiation in another model of LPC-mediated liver regeneration in which liver regeneration is not caused by β-catenin dysregulation: the hepatocyte ablation model with *Tg*(*fabp10a:CFP-NTR*) fish that express nitroreductase (NTR) specifically in hepatocytes^13^. NTR converts metronidazole (Mtz) into a cytotoxic drug; thus, treating *Tg*(*fabp10a:CFP-NTR*) fish with Mtz ablates hepatocytes that express NTR. In this model, upon massive hepatocyte ablation, BECs first dedifferentiate into LPCs, and the LPCs subsequently differentiate into hepatocytes^13^. *Tg*(*fabp10a:CFP-NTR*) male adults were treated with Mtz for 5 h and subsequently with GW7647 from R1d to R3d for 48 h, and their livers were harvested at R3d for qRT-PCR analysis (Fig. S4A). Although its effects were weaker than those in the *Tg*(*fabp10a:pt-β-catenin*) model, GW7647 treatment increased the expression of two hepatocyte marker genes (*fabp10a*, *gc*) and decreased the expression of the Yap target genes (*ccn1*, *ccn2*) (Fig. S4B), suggesting the enhanced LPC-to-hepatocyte differentiation.

## Discussion

In this study, we present that PPARα activation promotes LPC-to-hepatocyte differentiation by suppressing YAP signaling in LPCs. Although it has been reported that PPARα regulates hepatocyte proliferation-mediated liver regeneration^21, 42, 43^, it is elusive whether PPARα also regulates cell fate conversion-mediated liver regeneration, particularly LPC-to-hepatocyte differentiation. Previous in vitro studies^44, 45^ produced a discrepancy in the role of PPARα in LPC-to-hepatocyte differentiation. Here, using the zebrafish in vivo model, we demonstrate that PPARα activation promotes LPC-to-hepatocyte differentiation. Furthermore, we present the mechanism by which PPARα activation promotes the differentiation: suppressing YAP signaling in LPCs. Given the positive relationship between PPARα and YAP signaling in hepatocytes^21^ and cardiomyocytes^22^, our finding about their relationship in LPCs is rather surprising. However, our rescue experiments with enhanced YAP signaling (Fig. 4) prove that PPARα activation promotes LPC-to-hepatocyte differentiation by suppressing YAP signaling.

It was recently reported that PPARα interacts with YAP signaling in the liver^21^ and heart^22^. Upon PHx, PPARα activation enhances its physical interaction with YAP1 in hepatocytes, thereby facilitating the translocation of YAP1 into the nucleus and subsequent hepatocyte proliferation^21^. During heart development, PPARα enhances Yap1 expression by binding its promoter, thereby driving cardiomyocyte maturation^22^. In both cases, PPARα positively regulates YAP signaling. We also observed in zebrafish that PPARα activation enhanced YAP signaling in the normal liver (Fig. S3). By contrast, we present that PPARα activation negatively regulates YAP signaling in LPCs. These opposite relationships between PPARα and YAP signaling imply that transcriptional regulators could have context-dependent, distinct roles. For example, another nuclear receptor, FXR, promotes hepatocyte proliferation following PHx^46, 47^, whereas it suppresses LPC proliferation in BEC-driven liver regeneration^15^. Different contexts may make PPARα have distinct, or sometimes opposite, effects on YAP signaling.

YAP signaling is one of the crucial signaling pathways in hepatobiliary plasticity^48^. It positively controls hepatocyte-to-BEC conversion and LPC activation, also known as ductular reactions. Hepatocyte-specific overactivation of YAP signaling induced hepatocyte-to-BEC conversion^38, 49–51^, whereas hepatocyte-specific suppression of YAP signaling reduced ductular reactions^35, 52^ and BEC marker expression in hepatocytes^35, 52, 53^. Given this role in hepatocyte-to-BEC conversion, it can be assumed that suppressing YAP signaling may promote BEC-to-hepatocyte conversion or LPC-to-hepatocyte differentiation. Indeed, in vitro experiments showed that suppressing YAP signaling promoted hepatocyte differentiation in LPC lines^54^ and induced hepatocyte-like cells^55^; however, such in vivo evidence has been lacking. Using two zebrafish models of LPC-mediated liver regeneration, *Tg*(*fabp10a:pt-β-catenin*) and *Tg*(*fabp10a:CFP-NTR*), we hereby present in vivo evidence.

In the adult hepatocyte ablation model, we observed rather subtle differences in the expression of hepatocyte markers and Yap1 target genes between DMSO- and GW7647-treated groups compared with those in the *Tg*(*fabp10a:pt-β-catenin*) model. We surmise that these variations could stem from different cellular origins of LPCs between the two models. Specifically, in the *Tg*(*fabp10a:pt-β-catenin*) model, ~ 70% and ~ 30% of LPCs originate from hepatocytes and BECs, respectively^14^, whereas in the adult hepatocyte ablation model, nearly all LPCs originate from BECs^56^. Given that hepatocyte-derived LPCs are distinct from BEC-derived LPCs in gene expression profiles^57^, we speculate that upon GW7647 treatment, hepatocyte-derived LPCs might differentiate into hepatocytes better than BEC-derived LPCs.

In summary, we provide the in vivo evidence that suppression of YAP signaling promotes LPC-to-hepatocyte differentiation. Furthermore, we provide a positive role for PPARα in LPC-to-hepatocyte differentiation. Our study suggests PPARα agonists as potential drugs that cannot only reduce a hepatic lipid level but also promote LPC-mediated liver regeneration.

## Methods

### Zebrafish lines

Zebrafish (*Danio rerio*) were maintained at 28.5 °C on a 14 h light/10 h dark cycle. Embryos and adult fish were raised and maintained under standard laboratory conditions^58^. We used the *ppargc1a*^*sa34243*^ mutant and the following transgenic lines: *Tg*(*fabp10a:pt-β-catenin*)^*s704*^, *Tg*(*fabp10a:CFP-NTR*)^*s931*^, *Tg*(*hs:cayap1*)^*zf622*^, and *Tg*(*hCCN2:GFP*)^*ia48*^. Their full names and references are listed in Table S1. All protocols used within this study were approved by the Institutional Animal Care and Use Committee of the University of Pittsburgh School of Medicine and conform to the National Institutes of Health Guide for the Care and Use of Laboratory Animals. The reporting in this manuscript follows the recommendations in the ARRIVE guidelines^59^. For all experiments, we used embryos from multiple clutches; our breeding strategy is mass breeding to put 3–4 males and 5–6 females in the same breeding tank. We drew conclusions following at least three independent experiments.

### Compound treatments

*Tg*(*fabp10a:pt-β-catenin*) larvae were treated with 0.1% dimethyl sulfoxide (DMSO), 1 µM GW7647 (Cayman Chemical, Ann Arbor, MI), 2 µM K-975 (MedChemExpress, Princeton, NJ), 15 µM Etomoxir (Cayman Chemical, Ann Arbor, MI), 2 µM AG1478 (ApexBio, Houston, TX), or 7 μM CAY10599 (Cayman Chemical, Ann Arbor, MI) for 48 h from 12 or 13 days post-fertilization (dpf). Compounds were refreshed every 24 h. The larvae were fed prior to the drug treatments but fasted during the treatments. They were harvested at 14 or 15 dpf for subsequent analyses.

### The adult hepatocyte ablation model, *Tg*(*fabp10a:CFP-NTR*)

Six month old male *Tg*(*fabp10a:CFP-NTR*) fish were treated with 5 mM Mtz in system water containing 0.5% DMSO for 5 h to ablate hepatocytes. 24 h after Mtz washout (R1d), the fish were treated with 1 mM GW7647 for 48 h and harvested at R3d.

### qRT-PCR

Total RNA was extracted from 30 to 40 dissected livers for each condition using the RNeasy Micro Kit (Qiagen, Hilden, Germany); cDNA was synthesized from the RNA using the SuperScript^®^ III First-Strand Synthesis SuperMix (Thermo Fisher Scientific, Waltham, MA) according to the manufacturer’s protocols. qRT-PCR was performed as previously described^14^ using the QuantStudio 12K Flex machine (Applied Biosystems, Waltham, MA) with the iTaqTM Universal SYBR^®^ Green Supermix (Bio-Rad, Hercules, CA). *eef1a1l1* was used for normalization as previously described^60^. At least three independent experiments were performed. For each replicate with larval livers, the control value was first set to 1, and then the values of the experimental groups were calculated relative to the control value. The primers used for qRT-PCR are listed in Table S3; the Ct values of qRT-PCR data are listed in Table S4.

### RNA-sequencing

Livers were dissected from 30 to 40 DMSO- and GW7647-treated larvae. For adult experiments, the individual liver was dissected without pooling. Total RNA was extracted from the dissected livers using RNeasy Micro kit (Qiagen, Hilden, Germany) and sent to the University of Pittsburgh Genomics Core for library preparation and sequencing. Library preparation was performed using the TruSEQ Stranded mRNA Sample Preparation Kit (Illumina, San Diego, CA) according to the manufacturer’s instructions. Sequencing was performed on a NextSeq 500 (Illumina, San Diego, CA) for 2 × 75-bp paired-end reads. These data have been deposited in NCBI’s Gene Expression Omnibus (GSE226923).

### RNA-sequencing analysis

Raw sequencing data were imported into CLC Genomics Workbench, and reads were mapped to the zebrafish reference genome. Differentially expressed genes (DEGs) used in the pathway analysis were determined between DMSO- and GW7647-treated groups using filters to select genes with Expr Fold Change ≥ |1.5| and Expr False Discovery Rate ≤ 0.05. DEGs were imported into Ingenuity Pathway Analysis to identify signaling pathways and upstream regulators affected by PPARα activation.

### Section in situ hybridization and immunofluorescence staining

Section in situ hybridization was performed as previously described^14^. cDNA from 14- or 15-dpf larvae was used as a template for PCR to amplify genes of interest; PCR products were used for in situ probe synthesis. The primers used for the probe synthesis are listed in Table S2. In the case of *gc*^61^ and *epcam*^62^, their probes were synthesized using plasmids containing the genes. Immunostaining was performed as previously described^14^, using the following antibodies: mouse anti-Bhmt (1:500; a gift from Jinrong Peng at Zhejiang University), mouse anti-Anxa4 (1:300; Abcam, Cambridge, UK), rabbit anti-Abcb11 (1:800; Kamiya Biomedical, Seattle, WA), and Alexa Fluor 488-, 568-, and 647-conjugated secondary antibodies (1:500; Thermo Fisher Scientific, Waltham, MA). For section, larvae were fixed with 4% paraformaldehyde/PBS, embedded in Tissue Freezing Medium (Ted Fella, Redding, CA), and cryo-sectioned to 10-µm thickness.

### Yap1 immunohistochemistry

Zebrafish larvae were fixed with Dietrich's fixative (3.7% formaldehyde/2% glacial acetic acid/30% ethanol) at room temperature for 24 h and processed for paraffin embedding. Paraffin block was prepared as previously described^63^. Samples were cut into 5-µm sections, and the sectioned samples were microwaved for 12 min in pH 6.0 sodium citrate buffer for antigen retrieval. After cooling, samples were placed in 3% H_2_O_2_ for 10 min to quench endogenous peroxide activity. After washing with PBS, slides were blocked with Super Block (ScyTek Laboratories, Logan, UT) for 10 min. Samples were incubated with rabbit anti-Yap1 antibodies (1:00; Cell Signaling, Danvers, MA) and then with biotinylated secondary antibodies (1:500; EMD Millipore, Darmstadt, Germany) for 15 min at room temperature. After washing with PBS, samples proceeded with Vectastain ABC Elite kit (Vector Laboratories, Newark, CA), and the signal was developed with DAB Peroxidase Substrate Kit (Vector Laboratories, Newark, CA). Slides were counterstained with hematoxylin (Thermo Fisher Scientific, Newark, CA) and dehydrated to xylene, and coverslips were applied with Cytoseal XYL (Thermo Fisher Scientific, Newark, CA).

### Heat-shock condition

*Tg*(*hs:cayap1*) larvae were heat-shocked at 12 or 13 dpf 6 h before compound treatments. The larvae were transferred into egg water pre-warmed to 38.5 °C and kept at 38.5 °C for 30 min, as previously described^64^.

### Genotyping of *ppargc1a* mutants

For *ppargc1a* genotyping, genomic DNA was amplified with either a wild-type (5′-CTGTCTTCATGCTCTCCCTC-3′) or mutant (5′-CTGTCTTCATGCTCTCCCTA-3′) allele-specific forward primer and a common reverse primer (5′-TGGGCCCTTCCGAATAGAGC-3′). Both the wild-type and mutant alleles displayed 102-bp PCR products.

### Image acquisition, processing, and statistical analysis

Zeiss LSM700 confocal (Oberkochen, Germany), Leica M205 FA (Wetzlar, Germany), and Nikon Eclipse Ti inverted (Tokyo, Japan) microscopes were used to obtain image data. Confocal images were analyzed using the ImageJ software^65^. All figures, labels, arrows, scale bars, and outlines were assembled or drawn using the Adobe Illustrator software (San Jose, CA). Statistical analyses were performed using the GraphPad Prism software (San Jose, CA). Differences among groups were tested by unpaired Student’s *t*-tests, Fisher’s exact test, or chi-square test. Differences were considered statistically significant when *P* < 0.05 (*P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001).

### Supplementary Information

Supplementary Information.

Supplementary Table S4.

## Data Availability

The RNA-sequencing datasets generated during the current study are available in the Gene Expression Omnibus (GEO) repository, GSE226923.

# Supplementary material for: PPARα activation promotes liver progenitor cell-mediated liver regeneration by suppressing YAP signaling in zebrafish
**Source:** Sci Rep. 2023 Oct 25;13:18312. doi: 10.1038/s41598-023-44935-5
**Supplement:** Supplementary file 1 — Supplementary Information.

**Supporting information**

**Supporting figures
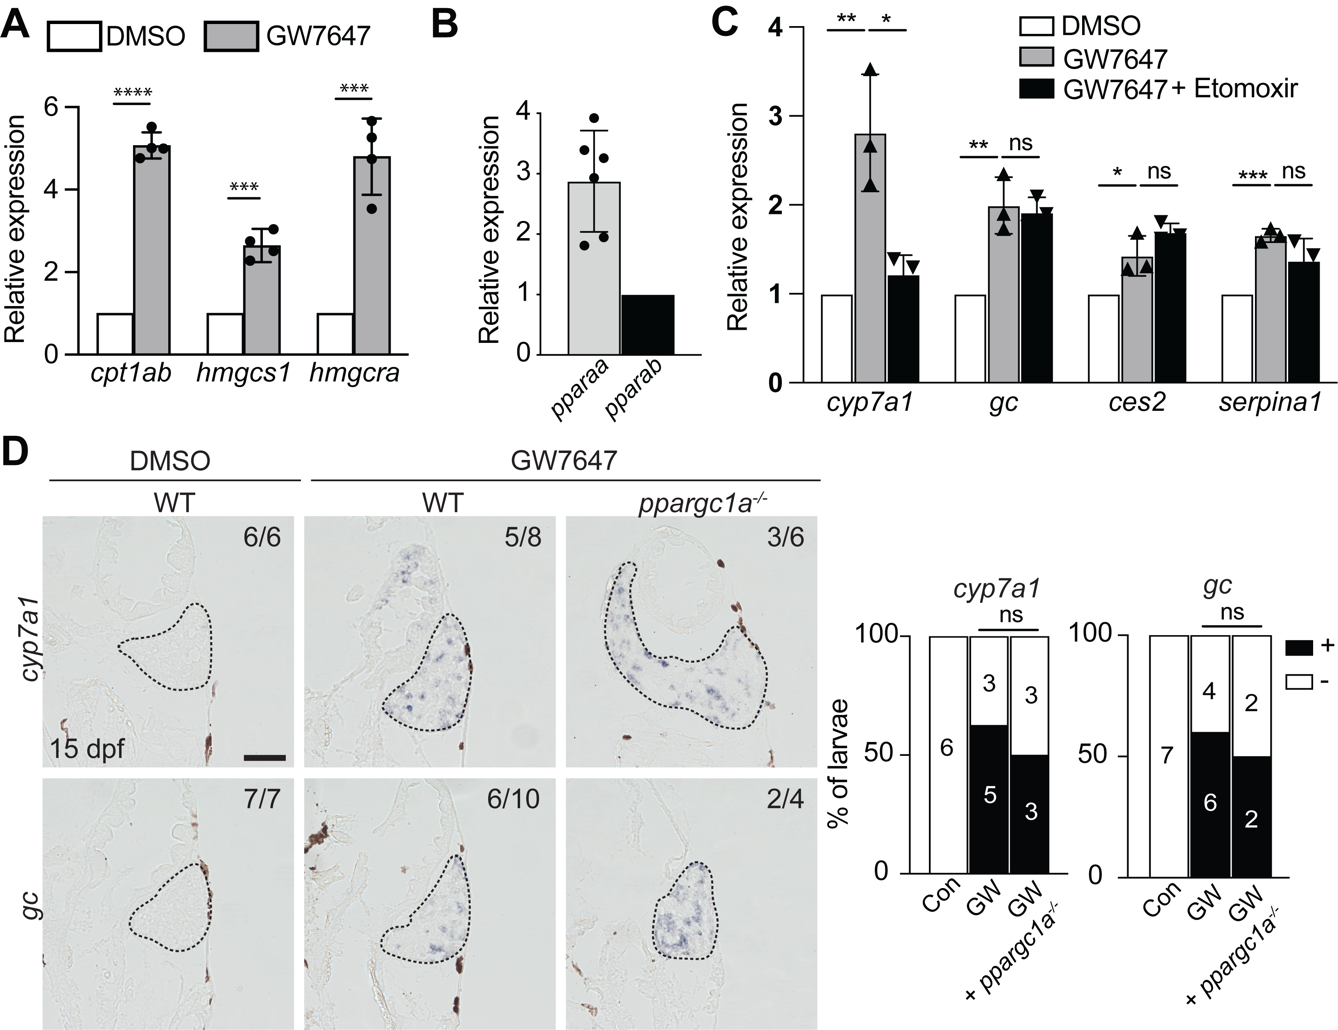
**

**Figure S1.** PPARα activation promotes LPC-to-hepatocyte differentiation not by enhancing FAO. (**A**) qRT-PCR data showing the relative expression levels of PPARα target genes (*cpt1ab*, *hmgcs1*, *hmgcra*) between DMSO- and GW7647-treated *Tg(fabp10a:pt-β-catenin)* livers at 14 dpf. (**B**) qRT-PCR data showing the relative expression levels of *pparaa* and *pparab* in *Tg(fabp10a:pt-β-catenin)* livers at 14 dpf. (**C**) qRT-PCR data showing the relative expression levels of hepatocyte markers (*cyp7a1, gc, ces2, serpina1*) among DMSO-, GW647-, and GW7647/Etomoxir-treated *Tg(fabp10a:pt-β-catenin)* livers at 14 dpf . (**D**) Section *in situ* hybridization images showing *cyp7a1* and *gc* expression in GW7647-treated livers of 15-dpf *Tg(fabp10a:pt-β-catenin)* in wild-type and *ppargc1a* mutant backgrounds. For quantification, larvae were grouped into +/– based on the levels of gene expression. Dashed lines outline the livers. Numbers in the upper right corner indicate the proportion of larvae exhibiting the phenotype shown. Scale bar, 50 μm. ns, not significant; **P*<0.05, ***P*<0.01, ****P*<0.001, *****P*<0.0001; statistical significance was calculated using an unpaired two-tailed t-test (B, C) and Fisher’s exact test (D).

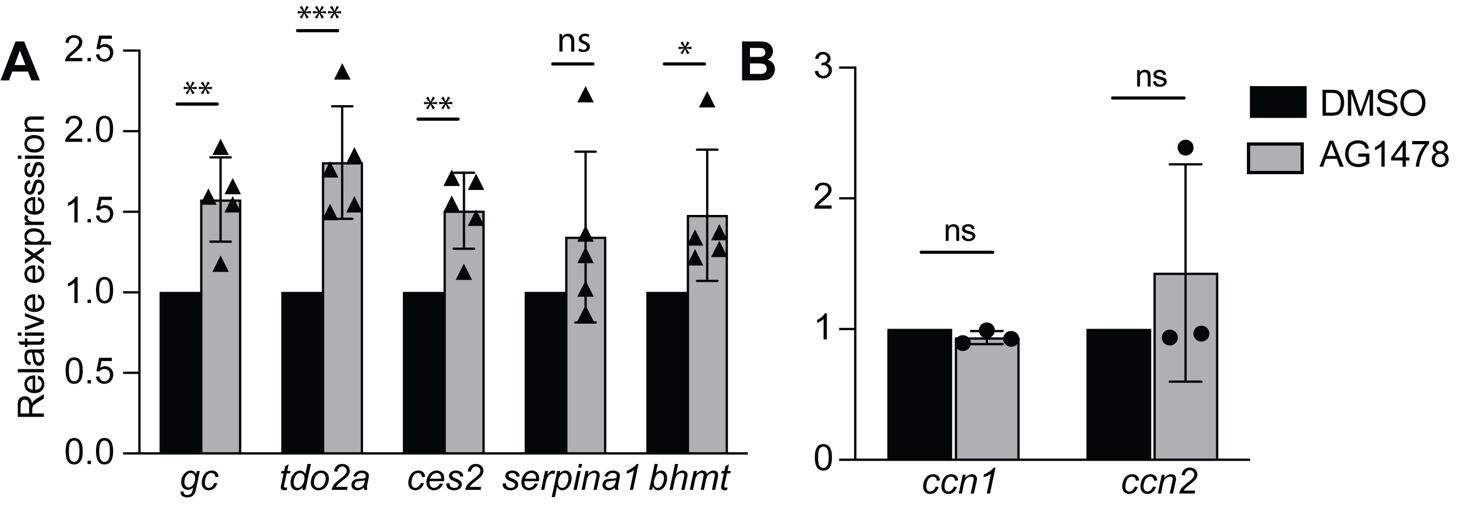

**Figure S2.** EGFR inhibition promotes LPC-to-hepatocyte differentiation without a reduction in YAP signaling. (**A, B**) qRT-PCR data showing the relative expression levels of hepatocyte markers (*gc*, *tdo2a, serpina1, ces2, bhmt*; A) and YAP target genes (*ccn1*, *ccn2*; B) between DMSO- and AG1478-treated *Tg(fabp10a:pt-β-catenin)* livers at 14 dpf. ns, not significant; **P*<0.05, ***P*<0.01, ****P*<0.001; statistical significance was calculated using an unpaired two-tailed t-test.

**
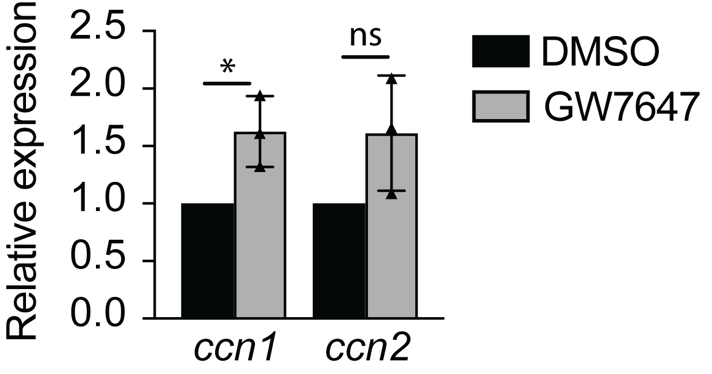
**

**Figure S3.** PPARα activation enhances YAP signaling in the normal liver. qRT-PCR data showing the relative expression levels of YAP target genes (*ccn1*, *ccn2*) between DMSO- and GW7647-treated wild-type livers at 14 dpf. **P*<0.05; statistical significance was calculated using an unpaired two-tailed t-test.

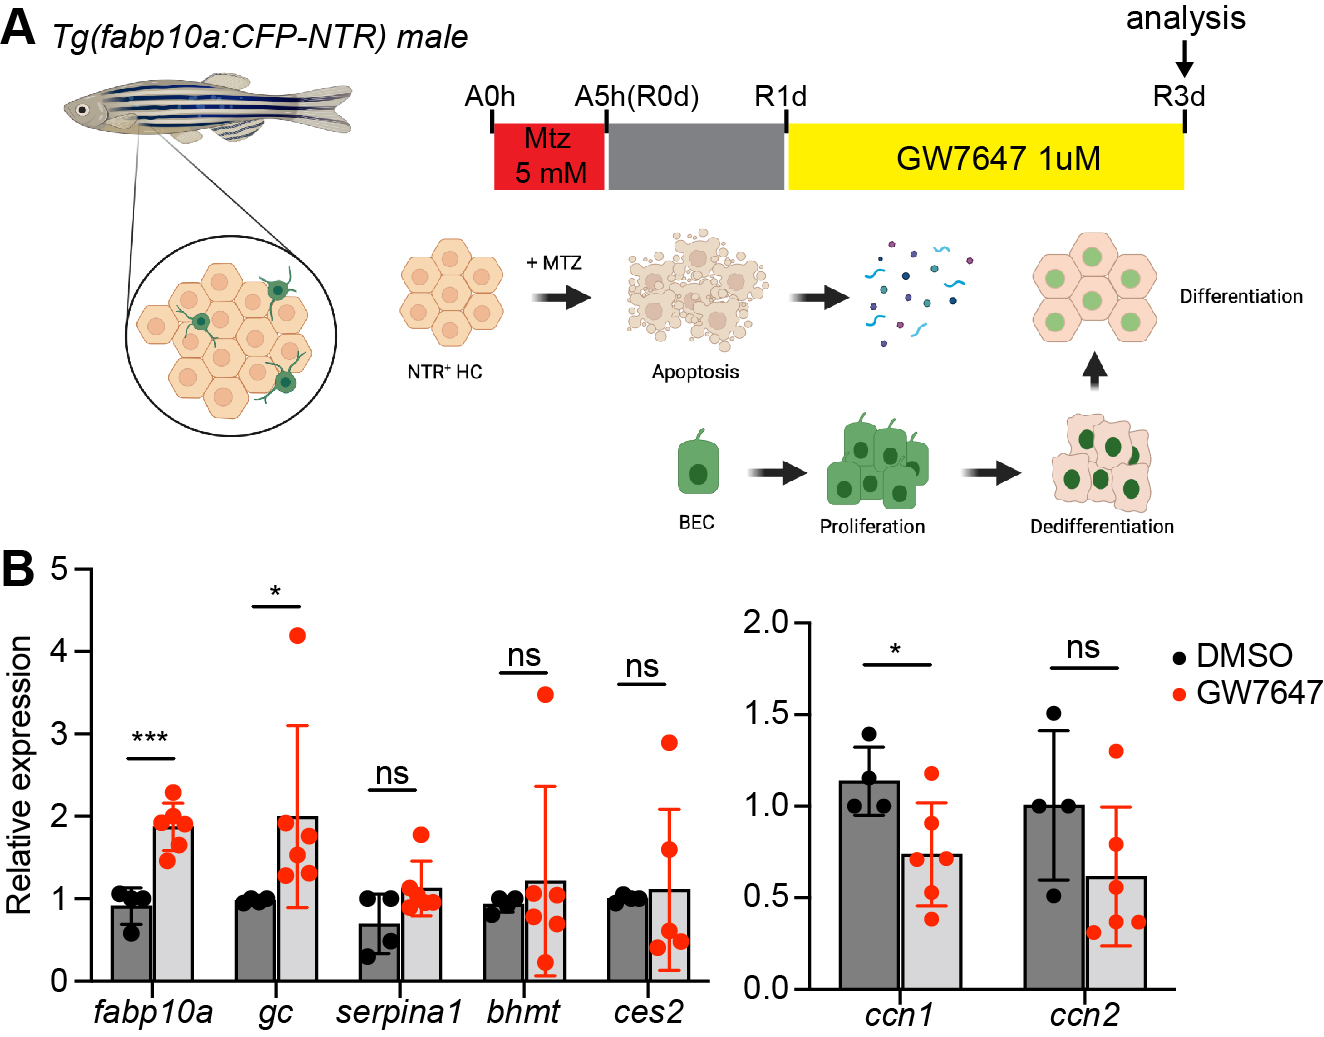

**Figure S4.** PPARα activation promotes LPC-to-hepatocyte differentiation in the adult hepatocyte ablation model. (**A**) Scheme illustrating the experimental strategy and hepatocyte ablation-induced BEC-driven liver regeneration. Six month old male *Tg(fabp10a:CFP-NTR)* fish were treated with 5 mM Mtz for 5 hours to ablate hepatocytes. 24 hours after Mtz washout (R1d), the fish were treated with 1 mM GW7647 for 48 hours and harvested at R3d. (**B**) qRT-PCR data showing the relative expression levels of hepatocyte (*fabp10a*, *gc*, *serpina1*, *bhmt*, *ces2*) and YAP target genes (*ccn1*, *ccn2*) between DMSO- and GW7647-treated adult *Tg(fabp10a:CFP-NTR)* livers at R3d. Data are represented as mean ± SD. ns, not significant; **P*<0.05, ****P*<0.001; statistical significance was calculated using an unpaired two-tailed t-test.

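In the adult model of this figure, hepatocytes that express nitroreductase are killed by metronidazole (Mtz), after which BECs give rise to new hepatocytes. Expression was measured by qRT-PCR, in which the threshold cycle (Ct) of a gene is subtracted by that of the reference gene *eef1a1l1*. A difference of 1 in this ΔCt is a 2-fold difference in transcript. The values below are the paper's, from the Ct values in its Table S4, which lists 4 DMSO-treated and 6 GW7647-treated fish. These fish come in 2 sets, and the larger set holds 3 DMSO-treated and 4 GW7647-treated fish. From these Ct values, *gc* was higher by 0.92 on the log2 scale in GW7647-treated fish (ΔCt 5.30 ± 0.704 against 6.22 ± 0.135, SD, two-sided exact permutation p = 0.0095, the smallest possible with 4 fish against 6, and 0.067 after Benjamini-Hochberg adjustment over the 7 genes). *fabp10a* was higher by 1.17 (exact permutation p = 0.057, adjusted p = 0.20) and *serpina1* by 0.83 (exact p = 0.14, adjusted p = 0.25). No difference was found for *bhmt* (-0.07, exact p = 0.87) or *ces2* (-0.20, exact p = 0.78), whose SD among GW7647-treated fish was 1.28 and 1.21 cycles. In the larger set alone both were at -0.48 (exact p = 0.63 for *bhmt* and 0.46 for *ces2*). Of the YAP target genes, *ccn1* was lower (-0.64, exact p = 0.095, adjusted p = 0.22), and so was *ccn2* (-0.72, exact p = 0.25, adjusted p = 0.35). In the larger set alone the direction of all 7 genes was the same, and the smallest exact p, 0.057 for *fabp10a* and *gc*, was the smallest that 3 fish against 4 allow. The other set holds 1 DMSO-treated fish, so it gives no test of its own. In it the ΔCt of *fabp10a* was -3.86 and -3.92 with GW7647 against -2.92 with DMSO, so its groups were apart in both sets. The same held for *gc* (3.95 and 5.41 against 6.02), but not every gene did so, as *ces2* had 1.73 and 4.32 against 3.26. The tests over all fish did not keep the sets apart, so a difference between the sets may add to their spread.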

**Supporting Table**

**Table S1. Transgenic and mutant zebrafish lines used in this study**

| Names used in this study | Official names (ZFIN database) | Allele # | Ref |
| --- | --- | --- | --- |
| *Tg(fabp10a:CFP)* | *Tg(fabp10a:CFP-NTR)* | s931 | (1) |
| *Tg(fabp10a:pt-β-catenin)* | *Tg(fabp10a:Xla.Ctnnb1,cryaa:Venus)* | s704 | (2) |
| *Tg(hs:cayap1)* | *Tg(hsp70l:RFP-cayap1)* | zf622 | (3) |
| *Tg(hCCN2:GFP)* | *Tg(Hsa.CTGF:EGFP)* | ia48 | (4) |
| *ppargc1a* | *ppargc1a* | sa34243 | (5) |

**Table S2. Sequences of primers used for *in situ* probe synthesis**

| Gene | Primer | Nucleotide sequence (5' to 3') |
| --- | --- | --- |
| *cyp7a1* | forward | GTTCAGAAAGCTTCACTCTCC |
|  | reverse | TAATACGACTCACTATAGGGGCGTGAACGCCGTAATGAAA |
| *serpina1* | forward | CATGTTGGGTCACAGTCAGG |
|  | reverse | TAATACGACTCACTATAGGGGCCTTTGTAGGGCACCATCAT |
| *pparaa* | forward | GACACTCTCCAGCACGCAG |
|  | reverse | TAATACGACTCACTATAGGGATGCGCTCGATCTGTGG |
| *pparab* | forward | CATGTTGGGTCACAGTCAGG |
|  | reverse | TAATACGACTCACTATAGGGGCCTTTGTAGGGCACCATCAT |

Underlined are T7 primer sequences**.**

**Table S3. Sequences of primers used for qRT-PCR**

| Gene | Primer | Nucleotide sequence (5' to 3') |
| --- | --- | --- |
| *eef1a1l1* | forward | CTGGAGGCCAGCTCAAACAT |
|  | reverse | ATCAAGAAGAGTAGTACCGCTAGCATTAC |
| *cyp7a1* | forward | CCTACCATGCTGTCATCCGTC |
|  | reverse | TCTCATGACCAAATGCCTTCGC |
| *ces2* | forward | GGAATATTAGGATACTTCAGCACAG |
|  | reverse | CTGTAAAGCTGCGATCTGG |
| *gc* | forward | CAAGCATGGGTTTCTTGGG |
|  | reverse | AACCTCCTCTGTCAGTTTCTG |
| *bhmt* | forward | CTGATCGCTGAGTACTTTG |
|  | reverse | CAATGAAGCCCTGGCAGC |
| *serpina1* | forward | CATGTTGGGTCACAGTCAGG |
|  | reverse | CGATTTCAGGCTTGGAGAA |
| *her9* | forward | AATGCCAGCGAGCATAGAAAGTC |
|  | reverse | TGCCCAAGGCTCTCGTTGATTC |
| *epcam* | forward | CTTGTTTGTTGTGGCATTGG |
|  | reverse | TTGACGCACCAGCATACTTC |
| *ccn1* | forward | TCTAGACCTGGAGTGCAACTATGGGG |
|  | reverse | GGAAACTCTCCCCGTTCTGG |
| *ccn2* | forward | GATCAGCTTTAGCAGCTTACAG |
|  | reverse | TCTGAACCAGGCAGTTCTC |
| *yap1* | forward | TGAGATGGAGACAGGTGAC |
|  | reverse | ATGGCGTCTAGGTAATCGG |
| *pparaa* | forward | CGATATTAGATGTCTTAACTCCGGC |
|  | reverse | GATGAGTTCTCGTCCTGACCC |
| *pparab* | forward | ATCATCTGCTGTGGAGATCG |
|  | reverse | GAGAACGTTAACAATGCTCTCCT |
| *cpt1ab* | forward | CCAGCAGATGGAACTCTTTGAC |
|  | reverse | CCATCATCAGCAACAGGTCCA |
| *hmgcs1* | forward | GCCCAAAGATGTGGGAATCATC |
|  | reverse | ACTCCATCATACTCCTCCAGC |
| *hmgcra* | forward | TCAGTCCCAAATTCCCAGAG |
|  | reverse | ATGTGCCCATCACCTTAGAG |
| *fabp10a* | forward | GCAGGTTTACGCTCAGGAGA |
|  | reverse | TCCTGATCATGGTGGTTCCT |
| *tdo2a* | forward | GATGATTGGCAGTAAAGACGG |
|  | reverse | ACCTTGTAGCGATCACTGAC |

**Supporting References**

1. Choi TY, Ninov N, Stainier DY, Shin D. Extensive conversion of hepatic biliary epithelial cells to hepatocytes after near total loss of hepatocytes in zebrafish. Gastroenterology 2014;146:776-788.

2. Evason KJ, Francisco MT, Juric V, Balakrishnan S, Lopez Pazmino Mdel P, Gordan JD, Kakar S, et al. Identification of Chemical Inhibitors of beta-Catenin-Driven Liver Tumorigenesis in Zebrafish. PLoS Genet 2015;11:e1005305.

3. Mateus R, Lourenco R, Fang Y, Brito G, Farinho A, Valerio F, Jacinto A. Control of tissue growth by Yap relies on cell density and F-actin in zebrafish fin regeneration. Development 2015;142:2752-2763.

4. Astone M, Lai JKH, Dupont S, Stainier DYR, Argenton F, Vettori A. Zebrafish mutants and TEAD reporters reveal essential functions for Yap and Taz in posterior cardinal vein development. Sci Rep 2018;8:10189.

How the deposited data were processed for this re-analysis (not part of the article)

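RNA-sequencing of dissected livers was read from 6 libraries, 3 of DMSO-treated and 3 of GW7647-treated *Tg*(*fabp10a:pt-β-catenin*) larvae (1 μM, from 13 to 15 dpf, 30 to 40 livers pooled in each). The authors mapped the reads and counted them per gene with CLC Genomics Workbench, and the deposited count of a gene is its number of reads on exons, a whole number without normalization. The deposited tables also hold TPM and RPKM values, which the authors' software derived from the same reads by dividing by exon length and library total, and which were used only as alternatives. The deposited tables also give, as a fraction from 0 to 1 made by the authors' software, the share of a gene's reads in introns and the share mapped to 1 place only, and no test used these. Neither the version of the software, the genome build nor the setting for reads that map to several places is named in the paper's text. Positions are printed as deposited, counted from 1. Gene names are those of the deposited tables, and where a listed gene was missing there, a table of 23499 Ensembl identifiers and symbols named it. Of 394 entries of the gene lists, 15 were not found, and 4 were found through that table only.

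The counts were compared with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 after TMM normalization and filterByExpr (minimum count 10), with no covariate. All adjusted p-values are Benjamini-Hochberg values over the 15705 genes tested unless stated otherwise, and standard errors were taken from the F statistic. Gene lists were tested with camera of limma 3.58.1 on voom log2 CPM with a preset correlation of 0.01, two-sided, with Benjamini-Hochberg adjustment over 28 lists, while 1 more list (endocrine pancreas) had fewer than 2 tested genes. The design, the alternatives, the gene lists of Fig. 2A to Fig. 2C, YAP targets, pathways and cell types, and the rule for the genes named were written before the data were examined. The rule names every gene the paper names for the RNA-sequencing or measures by qRT-PCR in GW7647-treated larvae, the 5 DEGs with the smallest p-value that rose and the 5 that fell, and of each list the members with the smallest and the largest change and up to 3 more. The 5 DEGs each way were taken among those changed the same way in all 3 same-numbered comparisons. The primers of the paper were not matched to transcripts, so all copies of a gene were read. Genes named outside the rule are those at 3 reads or fewer in one group, *vtna* and *cp*, and members named as shared between lists, chosen after their values were seen. A gene that the lists hold is not reported here by itself. The lists of muscle, epidermis and nervous tissue served only to look for tissue dissected with the livers.

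The alternatives were DESeq2 1.42.0, upper-quartile normalization, at least 1 read in any library, at least 10 reads in every library, the replicate number as a block, each library left out in turn, uniquely mapped exon reads, all reads on the gene, limma on log2(RPKM + 1) and log2(TPM + 1), a test against a fold change of 1.5, other thresholds, camera with an estimated correlation, fry, and, chosen after seeing the data, library totals with no scaling factor. Whether replicate numbers pair the libraries was checked by correlating their deviations from the group means of log2 CPM. The correlation was 0.161 to 0.324 for the 3 pairs with the same number and -0.239 to 0.0754 for the 6 others. Same-numbered libraries were thus more alike, but the check does not settle the pairing. Deviations sum to 0 within a group, so higher values for some pairs push those of others down, and 3 libraries can be matched with 3 in few ways. The pairing rests on this check alone, since neither the labels nor the paper name what a number shares.

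The count tests were tested on simulated data made from the means and library sizes of the 6 libraries, with 200 of 15707 genes changed. edgeR recovered 200 of them with 13 false calls, edgeR with the block 200 with 18, and DESeq2 199 with 19. Of 50 simulated lists, 10 were changed. Camera recovered 10 with 0 false calls and fry 10 with 1. The simulated genes varied independently of each other. The changed genes were all well covered by reads and changed by well over 1.5-fold, and they made up most of each changed list. The simulation therefore cannot show how the tests do with correlated genes, smaller changes or few reads. The counting error of a value is set by the reads behind it, and 3 reads were taken as the limit of detection. No 2 libraries among the 15 pairs held identical counts. Ct values of the paper's Table S4 were turned into ΔCt to *eef1a1l1* and compared with exact permutation tests in Python 3.11.15 with SciPy 1.17.1, and plots were drawn with matplotlib 3.10.9. The Ingenuity analysis was not repeated, and its gene sets were not used here.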

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

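The tests of muscle RNA, of a larger hepatocyte share that lowers other cell types, and of the adult fish GW7647-5 were chosen only after the result was seen.

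Lists of genes of cell types that the paper does not analyse were lower in GW7647-treated livers. The stellate cell or fibroblast list had a median log2 fold change of -0.97 over 10 tested genes, all lower (adjusted p = 1.7e-06 from camera, 0.016 from fry and 0.13 with the estimated correlation), and its summed expression went from 147 to 77.8 CPM. Its most reduced gene was *acta2* (-1.54, adjusted p = 0.032 from edgeR with Benjamini-Hochberg adjustment, but 0.053 to 0.098 with any library but DMSO replicate 1 left out), and *col1a1b* fell as well (-1.09). The neutrophil list had a median of -1.01 over 8 genes, all lower (adjusted p = 0.0032 from camera, 0.069 from fry and 0.19 with the estimated correlation). In it *il1b* (-4.93, adjusted p = 0.070 from edgeR) rests on DMSO replicate 1, with 1686 reads against 67 and 45 in the other DMSO libraries. The macrophage list had a median of -0.33 over 13 genes, 11 of them lower (adjusted p = 0.015 from camera and 0.17 from fry). Without DMSO replicate 2 it moved to -0.08 (adjusted p = 0.154).

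RNA of other tissue was weighed as an explanation of these lists. DMSO replicate 2 had the most muscle reads (43.4 CPM), and the 2 other DMSO libraries had 10.2 and 10.8 CPM, inside the range of GW7647 (7.06 to 15.5). Muscle is argued against for the stellate cell list, whose sum in these 2 libraries stayed at least 36.5 CPM above that of any GW7647 library, more than all their muscle reads, and for the neutrophil list, which stayed at -0.98 without DMSO replicate 2 (adjusted p = 0.0071 from camera). For the macrophage list muscle cannot be told apart, since it no longer passed without that library. The epidermis list had a median of 0.18 over 6 genes, of which 4 rose and 2 fell, and its summed expression was 247, 413 and 250 CPM in the DMSO libraries against 230, 244 and 173 CPM with GW7647, so skin cannot be told apart. Nor can nervous tissue, whose list had -1.02 over 3 genes, too few to decide. A larger hepatocyte share would lower all other cell types alike. It is argued against for the stellate cell list, which fell by 0.68 more than the BEC/LPC list and 0.79 more than the endothelium list (log2 scale, medians per library), each more than 2 SD of either group (at most 0.27 and 0.30). It cannot be told apart for the neutrophil list, which fell by 0.71 more than the BEC/LPC list with an SD of 0.46 among DMSO libraries, or for the macrophage list (-0.049 beside the BEC/LPC list). A smaller number or lower activity of stellate cells and neutrophils with GW7647 stays open as a hypothesis that may be biological, and the numbers of these cells were not measured.

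For 6 genes, all libraries of one group had 3 reads or fewer while every library of the other had at least 10. *entpd2b* was at least 31.5-fold higher with GW7647 (76 to 92 reads against 1 to 3), and *INHBC* at least 11.2-fold (21 to 37 reads against 0 to 1). With DMSO, *ror2* was at least 5.33-fold higher, *si:dkey-79f11.8* at least 5.27-fold, *mfap5* at least 3.94-fold and *TTC9* at least 3.44-fold, from 10 to 23 reads. Any other split of the 6 libraries gave at most 2 such genes. Reads shared with a near-identical copy are argued against, because all 6 genes show the difference in reads that map to one place only. A biological effect of GW7647 stays open, untested beyond these libraries.

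In the paper's Table S4, the adult fish GW7647-5 stood apart from the other 5 GW7647-treated fish by its ΔCt of *gc* (3.95) and of *serpina1* (-0.60). The test was run on 14 groups, of which 2 passed, and about 1 in 20 passes by chance. A shift of the reference gene would move all genes by one amount, but the differences of GW7647-5 from the mean of the others ran from -2.51 for *ces2* to 0.47 for *ccn1*, with an SD of 1.11 over 7 genes, 6 of them lower. A difference between the sets of fish cannot be told apart, because that set holds 1 other GW7647-treated fish, whose ΔCt of *gc* was 5.41, inside the range of the first set (5.3 to 5.88). No biological explanation was tested for a single fish.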

How the results depend on the processing

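Of these settings, only library totals with no scaling factor was chosen after the result was seen.

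The number of DEGs was 945 (533 up, 412 down). It moved by less than 1.5 times with DESeq2 (1112), upper-quartile normalization (990, of which 452 up), either other filter (1028 and 912), uniquely mapped exon reads (938), all reads on the gene (924) and limma on log2(RPKM + 1) (823, with 260 up and 563 down). The test against a fold change of 1.5 gave 168 (139 up, 29 down), no fold change minimum 1423 (864 up), and an adjusted p of 0.01 with a fold change of 2 gave 203 (161 up, 42 down). No scaling gave 1832 (321 up, 1511 down), and limma on log2(TPM + 1) 297 up and 778 down. With the replicate block 699 were down, and 942 of the 945 DEGs kept their call. Across the 6 fits that each left out one library the total ran from 590 to 870, the up genes from 401 to 530 and the down genes from 189 to 340. The low was without DMSO replicate 2, where 544 of the 945 kept their call and all kept their direction. The cause was not tested, apart from the fewer libraries.

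With the estimated correlation, BEC/LPC (-0.21), cholesterol (1.5), ketone bodies (0.51), mevalonate (0.91), tryptophan (0.57), SREBF2 targets (1.24), YAP targets (-0.17), Fig. 2B regulators (0.35), stellate cells (-0.97), neutrophils (-1.01) and macrophages (-0.33) no longer passed. The YAP-related list of Fig. 2A passed with DESeq2 (-0.49), at least 1 read (-0.48), fry (-0.49) and the replicate block (-0.49), and ran from -0.67 to -0.31 with libraries left out, passing without DMSO replicate 1. The block also brought *ccn1*, *col1a1a*, *cyp8b1*, *il1b*, *slc15a1b*, *stab2* and the exocrine pancreas list past the thresholds, turned *il2rb* (0.0062), and changed no other call among the 117 named genes and 28 lists, while the DEGs over all genes went to 1368.

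With RPKM, TPM and no scaling in turn, which leave out the TMM factors, the median of all tested genes moved from -0.01 to -0.14, -0.15 and -0.23. Values near 0 turned with it, which shows nothing about these genes by themselves: proliferation (-0.048, -0.029, -0.10), receptors (-0.020, -8.9e-04, -0.041), *acsl1a* (-0.092, -0.11, -0.20), *afmid* (-0.11, -0.085, -0.11), *amy2a* (-0.12, -0.13, -0.19), *eef1a1l2* (-0.074, -0.051, -0.086) and *kdrl* (-0.076, -0.056, -0.093). *idi1* turned with no scaling (-0.011), *acsl1a* and *amy2a* with upper-quartile normalization (-0.027 and -0.032), and *acsl1a* with all reads on the gene (-0.0046). With libraries left out, values crossed 0 for proliferation (-0.083 to 0.28), erythroid (-0.11 to 0.065), exocrine pancreas (-2.47 to 0.36), lymphocyte (-0.42 to 0.051), *acsl1a* (-0.11 to 0.16), *afmid* (-0.0064 to 0.22), *amy2a* (-0.32 to 0.36), *ccnb1* (-0.52 to 0.043), *her9* (-0.26 to 0.25), *il2rb* (-0.27 to 0.22), *krt18b* (-0.50 to 0.0015), *lbr* (-0.17 to 0.13), *lect2l* (-1.87 to 0.059), *mylpfa* (-2.69 to 0.53), *prss1* (-0.93 to 0.49) and *tcf7l2* (-0.14 to 0.051).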

Differences from the paper's values

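Of the settings named here, library totals with no scaling factor was chosen only after the result was seen, and the others were set before the data were examined.

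The paper shows *ccn1*, *ccn2*, *yap1* and the BEC markers *sox9b*, *her9* and *krt18* among the differentially expressed genes of Fig. 2A. In the edgeR comparison with Benjamini-Hochberg adjustment, *ccn1* (-0.74, adjusted p = 0.137), *ccn2a* (-0.49, adjusted p = 0.210) and *yap1* (-0.27, adjusted p = 0.232) did not pass. *ccn1* passed both thresholds with the replicate block (-0.74, adjusted p = 0.0019), without DMSO replicate 1 (-0.97, adjusted p = 0.0469) and with no scaling (-0.97, adjusted p = 0.0466), and its adjusted p ran up to 0.340 over the alternatives. *ccn2a* had an adjusted p of 0.0088 with the replicate block, and *yap1* of 0.0450 with the block, 0.0379 with limma on log2(RPKM + 1) and 0.0302 with no scaling, all at fold changes under 1.5. *krt18a.1* had an adjusted p of 0.0295 with limma on log2(RPKM + 1), 0.0208 with log2(TPM + 1) and 0.0141 with no scaling, at fold changes under 1.5. No setting gave *sox9b*, *her9*, *krt18b* or *krt18a.2* an adjusted p of at most 0.05. *bhmt*, also in Fig. 2A, passed the fold change threshold only without DMSO replicate 2 or GW7647 replicate 3 (0.65 each).

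Fig. 1B shows lower *her9* by qRT-PCR. From the paper's Table S4 its mean log2 change was -0.81 over 4 experiments, against -0.05 in the RNA-sequencing. The livers of Fig. 1B were of an earlier stage than the sequenced ones, which were treated until 15 dpf.

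Fig. S4B marks *fabp10a*, *gc* and *ccn1* as changed in adult fish. From the Ct values of the paper's Table S4, the exact permutation p was 0.0571, 0.0095 and 0.0952, and the adjusted p 0.2, 0.0667 and 0.222. In the larger set of fish alone the exact p was 0.0571, 0.0571 and 0.171, where 0.0571 is the smallest possible. These tests pooled the sets of fish or left the smaller set out, so they do not decide against the marks of Fig. S4B.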

Other observations

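The counts of splits under fry, the stellate cell share behind the *ccn* genes, the YAP list without *ccn1l2*, and the test on pancreas and muscle reads were chosen only after the result was seen.

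Of the 10 ways to split the 6 libraries in 3 and 3, 1 gave 945 DEGs or more, the real one. The 9 others gave 0, with 164 to 861 genes at an unadjusted p under 0.05 against 3938 in the real comparison. The 3 others that part all 3 pairs of equal replicate number had 164 to 276, and the 6 that part 1 pair had 355 to 861. For the gene lists under camera, 2 of the 10 splits passed at least the 17 lists of the real comparison, and under fry 1 of the 10. With 10 splits the share cannot fall under 0.1, so the splits cannot exclude chance. In the 9 others each side holds libraries of both treatments, so their counts do not show how many passes are false.

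Several explanations of lower *ccn1* and *ccn2a* were tested. A lower share of BEC/LPC RNA cannot be told apart, since 4 of the 17 tested members of that list fell at least as much as *ccn2a*, although the others fell less and the median of the list was -0.21. Nor can a lower share of stellate cell or fibroblast RNA, since 10 of the 10 tested members of that list did. Lower YAP activity would reach other targets, and the YAP list without *ccn1* and *ccn2a* had a median of -0.14 over 27 genes, 20 of them lower (p = 0.0263 from camera and 0.0079 from fry, both unadjusted, and an exact permutation p of 0.1, the smallest possible, over the 10 splits). Without *ccn1l2* as well, 26 genes had a median of -0.13 (p = 0.0551 from camera and 0.0088 from fry, both unadjusted, and again an exact permutation p of 0.1). In these libraries lower YAP activity thus stays open and cannot be told apart from the shares. Against lower YAP activity, *ankrd1b* rose in all 3 same-numbered comparisons. The paper has evidence beyond these libraries. In its qRT-PCR, *ccn1* (mean log2 change -1.26) and *ccn2* (-0.88) were lower in all 5 experiments. It also reports that AG1478 raised hepatocyte markers without lowering *ccn1* and *ccn2*, reduced Yap1 by immunohistochemistry, and a rescue by active Yap1.

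For the higher hepatocyte genes, tissue next to the liver is argued against, because the exocrine pancreas and enterocyte lists together reached at most 318 CPM in any library (0.0318% of the reads). A larger hepatocyte share cannot be told apart. It would move all hepatocyte genes alike only if the other cells lacked their RNA, which was not measured. The changes were unequal, with 14 of 26 genes more than 2 standard errors from the median of their list. Induction of hepatocyte genes by GW7647, by differentiation of LPCs or within hepatocytes, stays open. On induction within hepatocytes, the paper reports, without showing the data, no effect of GW7647 on hepatocyte marker genes in wild-type livers.

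The DMSO replicate 2 library held reads of other tissue, with 111 CPM of exocrine pancreas genes (10.9 to 26.3 in the others) and 43.4 CPM of muscle genes (7.06 to 15.5 in the others). The exocrine pancreas list (adjusted p = 0.230 from camera and 0.687 from fry) went from -1.61 to 0.36 without it. Whether such RNA bears on the DEG counts cannot be told apart from the loss of a library, since 544 of the 945 DEGs kept their call without DMSO replicate 2, against 574 to 726 without each other library.

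Reported as values, the Notch list had a median of -0.12 over 16 genes (adjusted p = 0.208 from camera and 0.368 from fry), or -0.22 without DMSO replicate 2 (adjusted p = 0.0128). The FXR list had 0.54 over 6 genes (adjusted p = 0.0790 from camera, 0.0214 from fry, and from 0.0149 to 0.185 over its alternatives). In it the bile acid repressor *nr0b2a* went from 17.1 ± 5.05 to 7.67 ± 1.84 CPM (-1.16, adjusted p = 0.0210 from edgeR with Benjamini-Hochberg adjustment, and 0.0715 at most with a library left out). The list of PPAR and partner receptors had 0.19 over 10 genes (adjusted p = 0.108 from camera and 0.254 from fry). Without DMSO replicate 1 it passed, at 0.28 (adjusted p = 0.0163 from camera). In it *pparda* was higher (0.6, adjusted p = 0.0201 from edgeR, but not past the thresholds with 4 of the 6 libraries left out in turn, upper-quartile normalization, RPKM, TPM or no scaling). Neither *pparaa* (-0.29, adjusted p = 0.215 from edgeR) nor *pparab* (-0.70, adjusted p = 0.248 from edgeR) passed the thresholds. The medians of other cell lists were -0.15 for endothelium (adjusted p = 0.215), 0.58 for enterocytes (adjusted p = 0.242), -0.04 for erythroid cells (adjusted p = 0.860), -0.18 for lymphocytes (adjusted p = 0.748) and 0.12 for proliferation (adjusted p = 0.4, but past the threshold without DMSO replicate 3, at 0.0042, and without GW7647 replicate 1, at 0.018), all from camera, and fry gave adjusted p-values from 0.363 to 0.784 for these lists. The enterocyte list ran from 0.22 to 0.91 with libraries left out, and passed with no scaling (0.36, adjusted p = 0.041 from camera).

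In the paper's Table S4, 9 genes measured by qRT-PCR in larvae, at an earlier stage than the sequenced ones, had the same sign as in the RNA-sequencing. The mean gap between the paper's log2 change and that of the RNA-sequencing was -0.19 (SD 0.36), with 7 gaps below 0. A change of the reference gene *eef1a1l1*, listed in the deposited tables as *eef1a1l2*, cannot be told apart, since its own log2 fold change was 0.14 (standard error 0.08, adjusted p = 0.328 from edgeR).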
